# Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response

**DOI:** 10.1186/1471-2164-10-376

**Published:** 2009-08-13

**Authors:** Jamie A O'Rourke, Rex T Nelson, David Grant, Jeremy Schmutz, Jane Grimwood, Steven Cannon, Carroll P Vance, Michelle A Graham, Randy C Shoemaker

## Abstract

**Background:**

Soybeans grown in the upper Midwestern United States often suffer from iron deficiency chlorosis, which results in yield loss at the end of the season. To better understand the effect of iron availability on soybean yield, we identified genes in two near isogenic lines with changes in expression patterns when plants were grown in iron sufficient and iron deficient conditions.

**Results:**

Transcriptional profiles of soybean (*Glycine max*, L. Merr) near isogenic lines Clark (PI548553, iron efficient) and IsoClark (PI547430, iron inefficient) grown under Fe-sufficient and Fe-limited conditions were analyzed and compared using the Affymetrix^® ^GeneChip^® ^Soybean Genome Array. There were 835 candidate genes in the Clark (PI548553) genotype and 200 candidate genes in the IsoClark (PI547430) genotype putatively involved in soybean's iron stress response. Of these candidate genes, fifty-eight genes in the Clark genotype were identified with a genetic location within known iron efficiency QTL and 21 in the IsoClark genotype. The arrays also identified 170 single feature polymorphisms (SFPs) specific to either Clark or IsoClark. A sliding window analysis of the microarray data and the 7X genome assembly coupled with an iterative model of the data showed the candidate genes are clustered in the genome. An analysis of 5' untranslated regions in the promoter of candidate genes identified 11 conserved motifs in 248 differentially expressed genes, all from the Clark genotype, representing 129 clusters identified earlier, confirming the cluster analysis results.

**Conclusion:**

These analyses have identified the first genes with expression patterns that are affected by iron stress and are located within QTL specific to iron deficiency stress. The genetic location and promoter motif analysis results support the hypothesis that the differentially expressed genes are co-regulated. The combined results of all analyses lead us to postulate iron inefficiency in soybean is a result of a mutation in a transcription factor(s), which controls the expression of genes required in inducing an iron stress response.

## Background

Iron is a critical micronutrient for both plant and animal nutrition, serving as a required co-factor for a variety of cellular processes. Iron deficiency anemia is one of the leading human nutritional disorders worldwide, affecting 43% of the population of developing countries [1]For most of the world's population, legumes are a major source of dietary iron [1,2]. Though iron composes 5% of the earth's crust [3] it is largely unavailable to plants, particularly in calcareous soils with a pH greater than 7.5. Calcareous soils are especially prevalent in the upper Midwest of the US [4,5] and have been implicated in iron deficiency in soybeans. Iron deficiency chlorosis (IDC) in soybeans is characterized by interveinal chlorosis of the developing trifoliates [6]contributing to yield loss directly proportional to the severity of the chlorosis [6].

Plants have evolved two systems to uptake iron from the soil. These systems are termed strategy I and II [7,8]. Soybeans and other dicots utilize strategy I, in which the rhizosphere is acidified by the release of protons to produce a favorable environment for the release of iron from chelating agents in the soil. A membrane bound reductase reduces iron to the usable Fe^+2 ^form. The iron is then transported across the plasma membrane by a specific transporter for distribution and use within the plant. The reduction of the iron from Fe^3+ ^to Fe^2+ ^has been shown to be the rate-limiting step in IDC [9]. Graminaceous monocots utilize strategy II, whereby the roots release chelators called phytosiderophores to bind Fe^+3 ^ions. Once bound, the entire complex is transported into the root where it is uncoupled. The Fe^+3 ^ion is reduced to Fe^+2 ^and the phytosiderophores are re-released into the soil.

The quantitative nature of IDC makes field studies problematic. Previous studies have identified multiple Quantitative Trait Locus (QTL) associated with IDC [4,10]. Many of the same QTL have been identified in both field and greenhouse studies, where plants are grown in a hydroponics system designed specifically to induce IDC[10]. Growing plants in a controlled greenhouse environment with regulated nutritional availability allows for reproducible induction of iron deficiency stress. In addition, the advent of microarray technology now allows for the identification of individual transcripts whose expression levels are affected by iron availability[11,12]. The availability of a whole-genome sequence assembly for the soybean genome has, for the first time, allowed us to genetically position differentially expressed genes induced by iron deficiency.

Genomic studies in many organisms have shown genes in close proximity to one another in the genome are often co-expressed. These co-expressed genes create clusters of expression neighborhoods [13] which are conserved by natural selection [14] A study in Arabidopsis showed clusters of up to 20 different genes were coordinately regulated, with a median cluster size of 100 kb [15]. In rice, approximately five percent of the genome has been associated with co-expressed gene clusters [16]. Initially co-expressed genes were thought to belong to similar biological pathways [15], but further studies have shown co-functionality to be a poor predictor of co-expression [17]. Instead, promoter analysis has found co-regulated genes are often regulated by common transcription factors [13,17,18] The co-expression of clustered genes may be partially regulated by the interaction of common promoter elements and transcription factors [18]. Co-regulated genes often have common transcription factors [17], so an increase in the number of transcription factor binding sites in promoter regions would increase the likelihood of the transcription factor binding and aiding in the expression of the gene cluster.

The objectives of our research are to identify a list of candidate genes with a potential involvement in soybean iron deficiency and to associate these genes with the genome sequence to determine any correlation with previously identified QTL. We also wanted to determine whether the changes in candidate gene expression were due to structural or sequence differences in the candidate genes. The results from these analyses confirmed the co-expressed genes were co-localized and possibly coordinately regulated.

## Results

### Candidate Gene Identification and GO analysis

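Clark is an iron efficient soybean cultivar, and IsoClark is an iron inefficient near isogenic line that the paper derives from a cross of Clark with T203 and repeated backcrosses to Clark. Plants were grown for 14 days in hydroponics at pH 7.8 and leaf RNA was taken 21 days after planting. The values used here come from 11 single colour arrays. There were 2 arrays of Clark at 50 uM iron, 3 of Clark at 100 uM, 3 of IsoClark at 50 uM and 3 of IsoClark at 100 uM. The methods describe 3 independent biological replicates per condition, and another array of Clark at 50 uM was not analysed here. The labels of the IsoClark arrays at 50 uM name that treatment as sufficient in one field and as deficient in the others. They were taken as deficient, as the concentration and the methods give it.

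The array carries 61170 probe sets, each a group of short probes for one transcript whose intensity follows the amount of that RNA. Soybean transcripts are measured by 37593 of them, 15820 are for Phytophthora and 7530 for the soybean cyst nematode. The deposited values are whole-number intensities on a linear scale, 1 per probe set and array, with no value under 39. The paper describes invariant set normalization against Clark at 100 uM and a model based expression index from perfect match probes. The array medians of the deposited values nevertheless ran from 95 to 176, so the arrays were not on one level, and which of these steps the values include is not given in the sources used here. They were quantile normalized over all probe sets, given a floor of 16 that moved 0 values, and taken to log2. On the deposited scale the median log2 difference of all soybean probe sets was -0.31 between Clark at 50 and 100 uM and 0.34 between IsoClark and Clark at 50 uM, and quantile normalization removes such shifts. In Clark 35687 of the 37593 were lower at 50 uM on that scale. In each array 63.1% to 65.9% of the soybean probe sets lay above background, taken as the 95th percentile of the Phytophthora and nematode probe sets. Where every array of a group lies below that level, 7.31 in log2 units, the log2 difference of a single probe set is given as a bound, the distance of the other group from that level, a choice made after seeing the data. The bound uses the mean of the other group and leaves out its sampling error. The words at least, or more and or more in size thus name no guaranteed minimum. An adjusted p beside a bound belongs to the difference without the bound. The number of arrays limits the precision, with a median standard error of 0.27 for a log2 difference in Clark and 0.25 in IsoClark.

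The 4 groups were fitted together with limma, and a probe set passed at a Benjamini-Hochberg adjusted p under 0.05. A log2 difference is iron limited minus iron sufficient, or IsoClark minus Clark. The paper's criterion, a change of 2-fold that is consistent over all replicates, was also applied, as a mean difference of 2-fold or more with every array of one group above or below every array of the other. Without any true difference, groups do not overlap in 20% of probe sets for 2 arrays against 3 and in 10% for 3 against 3.

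Across soybean probe sets the 2 arrays of iron limited Clark had a Pearson correlation of 0.982. Arrays of iron sufficient Clark correlated at 0.867 to 0.959, those of iron limited IsoClark at 0.604 to 0.944 and those of iron sufficient IsoClark at 0.933 to 0.951. The closest pair of all, at 0.992, joined the first replicates of iron sufficient Clark and iron sufficient IsoClark. Replicate 2 of iron limited IsoClark lay more than 2 log2 units from the median of the other arrays in 3687 probe sets and had a median correlation of 0.650 with them. Replicate 3 of iron sufficient Clark followed with 595 such probe sets.

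**Figure D1:**
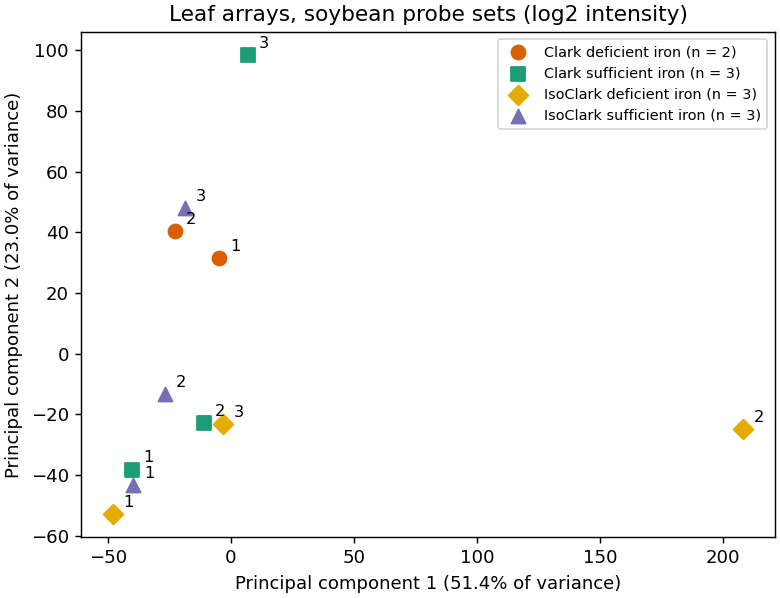
The 11 arrays on the first 2 principal components of the log2 values of soybean probe sets, with 1 point per array and the 4 groups in different colours. The horizontal axis holds 51.4% of the variance and the vertical axis 23.0%. Replicate 2 of iron limited IsoClark lies at 208 on the horizontal axis and replicate 3 of iron sufficient Clark at 98.4 on the vertical axis.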

RNA from the second trifoliate of both iron efficient Clark and iron inefficient IsoClark grown under iron limiting conditions (50 uM Fe(NO_3_)_3_, iron inefficient plants show severe chlorotic symptoms) and iron sufficient conditions (100 uM Fe(NO_3_)_3_, no chlorotic symptoms in either genotype) were hybridized to the Affymetrix^® ^GeneChip^® ^Soybean Genome Array. Eight hundred and thirty-five transcripts were differentially expressed between Clark plants grown under iron sufficient and iron limiting conditions (Additional file 1). 

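Among the soybean probe sets of Additional file 1, 784 of 822 had a lower mean in iron limited than in iron sufficient Clark and 38 a higher one, with a median log2 difference of -0.69. Inducible nitrate reductase INR1 (Gma.1221.1.S1_s_at), which reduces nitrate to nitrite, had a log2 intensity of 7.09 ± 0.04 (SD, n = 2) at 50 uM, below background, and 9.83 ± 2.40 (SD, n = 3) at 100 uM. A vegetative storage protein (GmaAffx.89671.1.A1_at) was at 13.59 ± 0.04 (n = 2) and 12.27 ± 1.19 (n = 3), a log2 difference of 1.32 with a standard error of 0.68. Of 17 genes of phenylpropanoid and flavonoid synthesis, 15 had values below 0, with a median of -0.31, and all 17 did with the values as deposited, where nearly all soybean probe sets are lower. The camera test in limma placed this list below the other genes at an adjusted p of 0.0133, which became an adjusted p of 0.846 with an estimated correlation. The 4-coumarate-CoA ligase 4CL4 of the same pathway, which only the paper's annotation names and which is not in that list, had a log2 difference of -0.90 (standard error 0.65).

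No probe set passed, 0 of 37593 with limma, against 135 (0.359%) at an unadjusted p under 0.05, and the lowest adjusted p was 1. That share is far below what the threshold gives without any true difference, so the test may be conservative here. By the 2-fold criterion 124 were called, 63 higher and 61 lower at 50 uM, or 36 higher and 106 lower with the values as deposited. Additional file 1 accounts for 79 of the 124. That file was picked on the same arrays, so the direction of its members is not independent evidence. Of the 10 ways to divide these 5 arrays into 2 and 3, 7 gave at least as many 2-fold calls, and without replicate 3 of iron sufficient Clark there were 1026. In simulated data limma recovered 62.7% of probe sets with a log2 change of 2 in this comparison and 32.8% of those with a log2 change of 1. The simulation gave each probe set independent noise with 1 spread over all 4 groups, so these shares may not hold for the arrays.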

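In IsoClark, 200 of 251 transcription factor genes of the bHLH, MYB, WRKY and NAC families had a higher mean at 50 uM iron than at 100 uM, with a median log2 difference of 0.24. WRKY24 (GmaAffx.84420.2.S1_at) stood at 8.15 ± 0.11 (SD, n = 3) at 50 uM and 7.83 ± 0.10 (n = 3) at 100 uM. All 7 probe sets of photosynthesis and chlorophyll genes had lower means, with a median of -0.63, and the light harvesting protein LHCP (Gma.4593.1.S1_a_at) was at 12.16 ± 2.01 against 13.91 ± 0.04 (SD, n = 3 each). All 7 of pathogenesis-related proteins had higher means, with a median of 1.33, as had 14 of 17 genes of phenylpropanoid synthesis, with a median of 0.59. In 13 probe sets taken as organelle transcripts, 8 had lower means, or 10 with the values as deposited, and the median was -0.21.

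These lists mostly follow a single array. In replicate 2 of iron limited IsoClark the mean over the list, relative to all arrays, was 1.14 for the transcription factors, -1.50 for photosynthesis, 2.89 for the pathogenesis-related proteins, 2.01 for the phenylpropanoids and -0.82 for the organelle list. The pathogenesis-related gene PR1-7 (GmaAffx.88845.1.S1_at) read 12.61 there and 6.35 and 6.43, below background, in the other arrays of its group. With camera the adjusted p was 2.38e-05 for the transcription factors, 0.0133 for photosynthesis, 0.0174 for the pathogenesis-related proteins and 0.0357 for both other lists. With an estimated correlation the lowest adjusted p of these 5 lists was 0.834. Without that array the pathogenesis-related, phenylpropanoid and transcription factor lists turned to the other direction, at adjusted p of 0.727, 0.175 and 0.727. The photosynthesis list stood at 0.14 and -0.08 in the remaining arrays of its group, against 0.25, 0.12 and 0.31 in iron sufficient IsoClark. The organelle list stood at 0.05 and -0.02, against 0.10, 0.03 and 0.31.

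No single probe set passed with limma (0 of 37593), against 1858 (4.94%) at an unadjusted p under 0.05, and the lowest adjusted p was 0.754. The 2-fold criterion called 711, with 64 higher and 647 lower, and 3 of the 10 divisions of the 6 arrays gave as many. Of the 250 probe sets of Additional file 2, picked on the same arrays, 229 had lower means at 50 uM, the median was -1.30 and 87 met the criterion. Leaving out replicate 2 of iron limited IsoClark gave 364 calls by that criterion and leaving out replicate 1 gave 3436. With limma, 3 were called without replicate 1 of iron sufficient IsoClark and 6020 under array weights estimated by REML, a setting chosen after seeing the data whose estimate did not converge.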

By comparison 200 transcripts differentially expressed between IsoClark plants grown under the same conditions (Additional file 2). Only 18 transcripts were common between the two lists (data not shown). 

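The nitrite reductase gene NIR (Gma.31.1.S1_at), which acts after nitrate reductase in nitrate assimilation, had nearly equal differences in both lines. It stood at 8.96 ± 0.28 (SD, n = 2) in iron limited and 10.33 ± 0.71 (n = 3) in iron sufficient Clark, a log2 difference of -1.36 (standard error 0.52), and at 9.24 ± 0.56 and 10.62 ± 0.72 (n = 3 each) in IsoClark, a difference of -1.38 (standard error 0.47). The probe set GmaAffx.6142.1.S1_at differed by -1.37 in Clark and by 2.24 in IsoClark, with standard errors of 1.56 and 1.40. Additional file 1 annotates it as 12-oxophytodienoate reductase, an enzyme of jasmonate synthesis, and another source as a dynein light chain. None of these passed in limma.

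By the 2-fold criterion 15 probe sets were called in both lines, where 2.35 were expected from lists of these sizes (Fisher's exact test, one-sided p = 1.46e-08). That test takes probe sets as independent, which they are not, so its p only describes the overlap and is no evidence of a shared response. Of the 15, 7 went the same way, all lower at 50 uM, and 8 went opposite ways. Across soybean probe sets the Pearson correlation of both responses was -0.08, a value over genes, which are not independent replicates. With single arrays left out it ran from -0.20 (without replicate 1 of iron limited Clark) to 0.12 (without replicate 2 of iron sufficient Clark). Without both replicate 2 of iron limited IsoClark and replicate 3 of iron sufficient Clark it was -0.41. With limma 0 were shared, since 0 passed in either line at an adjusted p under 0.05. Without replicate 1 of iron sufficient IsoClark 5 passed in Clark and 3 in IsoClark, and 3 were shared, each in opposite directions.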

Under iron deficient growth conditions, there were 179 genes differentially expressed between the two NILs (Additional file 3). However, an analysis of the data revealed only 21 transcripts met or exceed the two fold difference required to be considered differentially expressed between Clark and IsoClark genotypes grown under iron sufficient conditions (Table 1). This result confirms the NILs probably differ by only a limited number of genes.

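Calmodulin SCAM-4 (Gma.3223.1.S1_at), a calcium sensor, was higher in IsoClark at 50 uM, at 9.43 ± 0.63 (SD, n = 3) against 6.72 ± 0.10 (n = 2), below background, in Clark, a log2 difference of at least 2.12 (adjusted p = 0.0393 from limma). AUX28 (Gma.7407.1.S1_at), by its platform symbol an auxin responsive gene, was lower, at 6.92 ± 0.40 (n = 3), below background, against 10.40 ± 0.39 (n = 2). This is a difference of -3.10 or more in size (adjusted p = 0.00513). Of 13 probe sets that the paper's annotations place with histones and cell division, 1 passed here. Its log2 difference of -3.48 is that of the AUX28 means, so the paper may name this probe set otherwise. LOC100807266 (GmaAffx.48534.1.S1_at), known here only by its locus number, was also lower, by a log2 difference of -2.99 (standard error 0.47, adjusted p = 0.0466). The lists of phenylpropanoid genes and transcription factors stood above the other genes in camera, with adjusted p of 0.00341 and 1.62e-05, and photosynthesis genes below, with 0.0281. Each had an adjusted p of 0.834 with an estimated correlation, and replicate 2 of iron limited IsoClark, which stands apart in these lists, is among the arrays compared.

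With limma 139 probe sets passed, 72 higher and 67 lower in IsoClark, and 2106 had an unadjusted p under 0.05. The 2-fold criterion called 1711, 455 higher and 1256 lower, or 1598 higher and 398 lower with the values as deposited, and 4 of the 10 divisions of the 5 arrays gave as many. In a fit of all probe sets 193 of the soybean probe sets passed (0.513%) and 281 of the Phytophthora and nematode probe sets (1.20%). Of the 179 probe sets of Additional file 3, picked on the same arrays, 141 differed by 2-fold or more in the mean, 112 met the 2-fold criterion, and AUX28 alone passed with limma. None of them passed with the values as deposited (lowest adjusted p = 0.128), without replicate 1 or 2 of iron limited Clark (0.0740 and 0.0697) or when only the 2 groups were fitted (0.0975). The limma count was 8 without replicate 2 of iron limited Clark, 18 with the values as deposited, 10343 under the REML array weights and 0 when only the 2 groups were fitted, with 2261 there at an unadjusted p under 0.05. SCAM-4 and LOC100807266 also lost the call in most fits with a single array left out. Iron limited Clark also enters the response of Clark to iron, so both results share 2 arrays.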

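12-oxophytodienoate reductase (GmaAffx.62046.1.S1_at), an enzyme of jasmonate synthesis that Table 1 lists, had log2 intensities of 6.62, 10.01 and 10.46 in the 3 arrays of iron sufficient Clark and a mean of 7.13 ± 0.29 (SD, n = 3) in iron sufficient IsoClark. The log2 difference was -1.91 (standard error 0.84), with an adjusted p of 1 from limma and of 0.00422 without replicate 1 of iron sufficient Clark. The class IV heat shock protein HSP22.3 (Gma.18.1.S1_at) differed by -0.04 (standard error 1.50). The mean over the Table 1 probe sets, relative to all arrays, was 1.96 in replicate 2 of iron sufficient Clark and 1.14 in replicate 2 of iron sufficient IsoClark, and no other array exceeded 0.46. In all, 12 of these 21 probe sets were lower and 9 higher in IsoClark, with a median of -0.04, or 10 lower and 11 higher with the values as deposited. Of the 21, 5 reached a mean difference of 2-fold, and with limma 0 passed and 0 had an unadjusted p under 0.05.

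Outside Table 1, 2 genes known only by locus number were higher in IsoClark at this iron level and below background in every Clark array. LOC100787350 (Gma.10771.3.S1_at) was at 10.73 ± 0.53 against 6.78 ± 0.22 (SD, n = 3 each), a log2 difference of at least 3.43 (adjusted p = 0.0206). LOC100813027 (Gma.6887.2.A1_at) differed by at least 2.65 (adjusted p = 0.0114). Both lost the call without replicate 2 of iron sufficient Clark, at adjusted p of 0.121 and 0.0736. With limma 173 probe sets passed, 91 higher and 82 lower, and 1250 had an unadjusted p under 0.05. The 2-fold criterion called 333, 182 higher and 151 lower, and 3 of the 10 divisions of the 6 arrays gave as many. When all probe sets were fitted, 374 of the Phytophthora and nematode probe sets passed (1.60%) against 256 of the soybean probe sets (0.681%). The limma count was 30 with the values as deposited and 69 without replicate 2 of iron sufficient Clark.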

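Several named genes differed between the lines at both iron levels. WRKY27 (Gma.10818.1.S1_at), a transcription factor, was at 6.60 ± 0.15 (SD, n = 2) and 6.65 ± 0.11 (n = 3) in iron limited and iron sufficient Clark, below background in both, and at 9.28 ± 0.70 and 8.94 ± 0.23 (n = 3 each) in IsoClark. Its log2 difference was at least 1.97 (adjusted p = 0.0176 from limma) at 50 uM and at least 1.63 (adjusted p = 0.016) at 100 uM. SWEET17 (Gma.7424.1.S1_at), a sugar transporter, also below background in Clark, was higher in IsoClark by at least 0.46 (adjusted p = 0.00421) and 0.41 (adjusted p = 0.0018). LOC100500534 (GmaAffx.90187.1.S1_at) was lower, with differences of -3.47 and -3.25 and adjusted p of 0.000222 and 8.99e-05. AUX28 was lower at 100 uM as well, by a difference of -2.45 (adjusted p = 0.01).

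In all, 123 probe sets passed at both levels and in the same direction, 65 higher and 58 lower in IsoClark. If both tests were independent, 0.640 would be expected from lists of these sizes. Of the 123, 16 still passed at both levels with the values as deposited, 17 and 8 without replicate 1 or 2 of iron limited Clark, and 0 when only the 2 groups of each level were fitted with limma, where 507 soybean probe sets had an unadjusted p under 0.05 and one direction at both levels. By the 2-fold criterion 230 were called at both levels in one direction. LOC100500534 alone of the genes named above passed at both levels in every setting except that last fit. The comparisons at 50 and at 100 uM share no array, but in the joint fit they share the variance estimate of each probe set. They are thus not independent tests. In each of the 123, every Clark array lay on one side of every IsoClark array. In 43 of them all Clark arrays and not all IsoClark arrays were below background, in 29 it was the reverse and in 2 all arrays were, so the size of many of these differences is not known. Additional file 3 holds 1 of them, Table 1 holds 0, and 0 carry a single feature polymorphism of Additional file 6. When all probe sets were fitted, 255 of 23350 Phytophthora and nematode probe sets (1.09%) and 171 soybean probe sets (0.455%) passed at both levels. From the small number of transcripts of Table 1, the paper reasons that the lines probably differ in few genes.

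**Figure D2:**
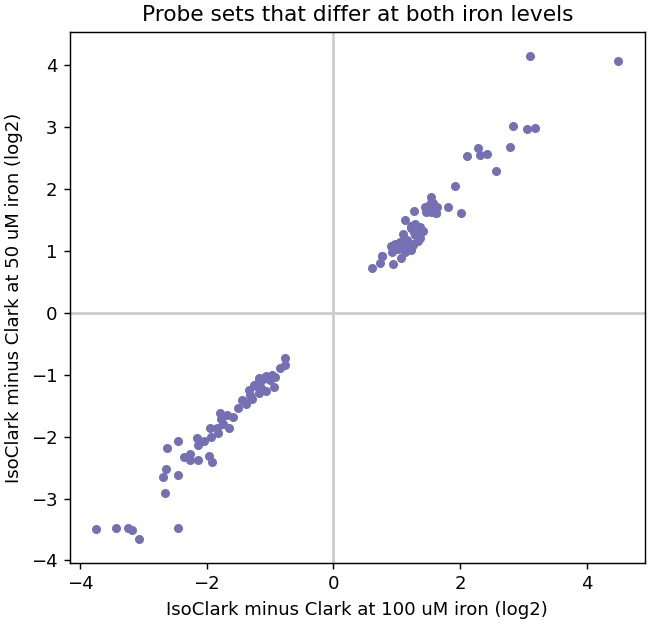
Log2 difference between IsoClark and Clark at 100 uM iron on the horizontal axis and at 50 uM on the vertical axis for the 123 soybean probe sets that passed at both levels, with 1 point per probe set. On both axes 65 points lie above 0 and 58 below 0.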

**Table 1:** Differentially Expressed Genes between Clark and IsoClark Genotypes Grown Under Iron Sufficient Conditions

Affymetrix Probe ID	Fold Change	UniProt ID	Plant GOSlim AtHomolog	PlantGOSlim
GmaAffx.93650.1.S1_s_at	-12.383	Q6WE90	No Homolog	
Gma.12096.1.A1_at	-9.9	No UniProt	No Homolog	
Gma.18.1.S1_at	-9.416	Q39819	AT4G10250	response to stress
Gma.17141.1.S1_at	-8.776	Q9ZSA7	AT4G10490	other metabolic
Gma.14554.1.S1_at	-7.959	Q1SJ63		
GmaAffx.62046.1.S1_at	-5.922	Q5CAZ5	AT1G34210	developmental
Gma.2185.3.S1_at	-5.724	Q9FJL3	AT3G25230	response to stress
Gma.10282.1.A1_at	-5.591	Q1T3Y4	AT4G27670	response to stress
GmaAffx.90956.1.S1_s_at	-5.297	No UniProt	AT5G53740	biological process
Gma.11793.1.S1_at	-3.469	No UniProt	No Homolog	
GmaAffx.89665.1.A1_s_at	-3.365	Q9AY32	No Homolog	
Gma.12660.1.A1_at	-3.173	Q8H2B1	AT1G56300	protein metabolism
Gma.10282.2.S1_at	-2.899	Q1T3Y4	AT4G27670	response to stress
GmaAffx.93424.1.S1_x_at	-2.884	Q9S7H2	AT5G20620	protein metabolism
GmaAffx.56241.2.S1_at	-2.739	Q9SCW4	AT5G62020	transcription
Gma.8636.1.S1_at	-2.459	O80982	AT2G26150	transcription
GmaAffx.72322.1.S1_at	-2.32	Q7F1F2	AT5G48570	protein metabolism
Gma.1727.1.S1_at	-2.297	Q1SVQ0	AT2G39730	response to abiotic or biotic stimulus
GmaAffx.5924.1.S1_at	-2.295	Q8L7T2	AT1G52560	response to stress
GmaAffx.74022.1.S1_at	-2.267	Q1RY14	AT4G28480	protein metabolism
GmaAffx.93424.1.S1_s_at	-2.261	Q9S7H2	AT5G20620	protein metabolism

Fold Change between Iron Sufficient and Iron Deficient: Change in expression levels between Clark and IsoClark plants grown in iron sufficient conditions. A negative fold change is a down regulation of gene expression in the IsoClark genotype in comparison to the Clark genotype.

UniProt ID: Identifier for the UniProt sequence most similar to the consensus sequence used to create the Affymetrix probe set

Plant GO Slim At Homolog: The Arabidopsis homolog of the soybean consensus sequence represented by the Affymetrix probe set.

Plant GO Slim: The GO Slim annotation for the identified Arabidopsis homolog.

GO slim categories that were over represented in our lists of differentially expressed genes were identified for both the Clark and IsoClark comparisons. Transcripts with GO slim classifications that are over represented on our list of differentially expressed genes should be representative of the processes and pathways being affected in both the iron efficient and iron inefficient plants. The Clark genotype had 488 out of 835 unique transcripts with GO slim IDs. Of the corresponding GO slim IDs, 24 were over represented in our list of differentially expressed genes (Table 2) in comparison with the entire chip. The over represented GO slim categories could be further divided into 14 biological process IDs, 9 molecular function IDs, and 1 cellular component processes (Table 2). Of the 200 differentially expressed genes in the IsoClark genotype, 49 had corresponding Arabidopsis GO slim IDs. Of these, 21 genes had GO annotations that were over represented. These GO categories fell into two molecular function categories and three biological process categories (Table 3).

**Table 2:** GO Slim Terms Over Represented in Candidate Genes from Comparison Between Clark Plants Grown in Iron Sufficient and Iron Deficient Hydroponics Solutions

GO Slim ID	GO Term Description	Number of Genes with GO ID	Bonferroni Corrected P-Value
GO:0000004 BP	Unknown Function	128	0
GO:0006270 BP	DNA Replication Initiation	10	0
GO:0009611 BP	Response to Wounding	36	0
GO:0009695 BP	Jasmonic Acid Biosynthesis	24	0
GO:0006826 BP	Iron Ion Transport	9	1.2E-07
GO:0006879 BP	Iron Ion Homeostasis	10	3.6E-07
GO:0010039 BP	Response to Iron Ion	9	5.28E-06
GO:0009617 BP	Response to Bacterium	8	0.000018
GO:0006275 BP	Regulation of DNA Replication	4	0.00303
GO:0006972 BP	Hyperosmotic Response	4	0.00303
GO:0030397 BP	Membrane Disassembly	8	0.004381
GO:0008299 BP	Isoprenoid Biosynthesis	10	0.006706
GO:0009408 BP	Response to Heat	20	0.014334
GO:0019373 BP	Epoxygenase P450	5	0.045066
GO:0008199 MF	Ferric Iron Binding	9	0
GO:0008094 MF	DNA-dependent ATPase Activity	10	1.29E-06
GO:0016165 MF	Lipoxygenase Activity	12	0.000128
GO:0047763 MF	Cafeate O-Methyltransferase	8	0.001014
GO:0030337 MF	DNA Polymerase Processivity Factor	4	0.001426
GO:0005544 MF	Calcium Dependent Lipid Binding	8	0.001965
GO:0009978 MF	Allene Oxide Synthase	5	0.017949
GO:0046423 MF	Allene Oxide Cyclase	4	0.020157
GO:0008815 MF	Citrate (Pro-3S) Lyase	5	0.029946
GO:0009346 CC	Citrate Lyase	5	0.002807

GO Slim ID's statistically over or under represented in the list of differentially expressed genes comparing Clark plants grown in iron sufficient and iron limiting hydroponics conditions in comparison to their presence on the Affymetrix^® ^GeneChip^®^. The GO Slim Column provides the GO Slim ID number and corresponding category. GO Slim categories are Biological Process (BP), Molecular Function (MF), and Cellular Component (CC). The GO Term Description column contains the best description for the GO Slim ID. The number of genes with GO ID column is the number of genes differentially expressed between Clark plants grown in iron sufficient and iron deficient hydroponics solutions with the corresponding GO Slim ID. The Bonferroni Corrected P-value is the statistical significance of the GO Slim ID. Only GO Slim IDs with P-values equal to or less than 0.5 were considered statistically over or under represented in the list of differentially expressed genes in comparison to the presence of the GO Slim ID on the GeneChip^®^.

**Table 3:** GO Slim Terms Over or Under Represented in Candidate Genes from Comparison Between IsoClark Plants Grown in Iron Sufficient and Iron Deficient Hydroponics Solutions

GO Slim	GO Term Description	Number of Genes with GO ID	Bonferroni Corrected P Value
GO:0000004 BP	Unknown Function	49	0
GO:0006809 BP	Nitric Oxide Biosynthesis	4	0.0006102
GO:0010025 BP	Wax Biosynthesis	5	0.00736524
GO:0019953 BP	Sexual Reproduction	5	0.01223184
GO:0008940 MF	Nitrate Reductase	4	0.00006192
GO:0008382 MF	Iron Superoxide Dismutase	3	0.01245882

GO Slim ID's statistically over or under represented in the list of differentially expressed genes comparing Clark plants grown in iron sufficient and iron limiting hydroponics conditions in comparison to their presence on the Affymetrix^® ^GeneChip^®^. The GO Slim Column provides the GO Slim ID number and corresponding category. GO Slim categories are Biological Process (BP), Molecular Function (MF), and Cellular Component (CC). The GO Term Description column contains the best description for the GO Slim ID. The number of genes with GO ID column is the number of genes differentially expressed between IsoClark plants grown in iron sufficient and iron deficient hydroponics solutions with the corresponding GO Slim ID. The Bonferroni Corrected P-value is the statistical significance of the GO Slim ID. Only GO Slim IDs with P-values equal to or less than 0.5 were considered statistically over or under represented in the list of differentially expressed genes in comparison to the presence of the GO Slim ID on the GeneChip^®^.

Examining the GO terms associated with the candidate genes provides further insight into the disparity of the number of differentially expressed genes between genotypes. 

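Beta-ketoacyl-CoA synthase (GmaAffx.76337.1.S1_at), which elongates the fatty acids of leaf wax, was at 10.25 ± 0.01 (SD, n = 2) in iron limited and 7.80 ± 1.60 (n = 3) in iron sufficient Clark, a log2 difference of 2.44 (standard error 1.04). In IsoClark it was at 6.99 ± 0.20, below background, and 8.85 ± 1.71 (n = 3 each), a difference of -1.54 or more in size. It belongs to 15 probe sets of wax, lipid transfer and GDSL lipase genes of Additional file 2, of which 13 had lower and 2 higher means at 50 uM in IsoClark, with a median of -1.67. In Clark 9 of the 15 had higher and 6 lower means, with a median of 0.49. The lipid transfer protein Gma.3723.1.S1_at differed by -1.36 (standard error 0.33) in IsoClark. The mean over the 15, relative to all arrays, was -1.38 in replicate 2 of iron limited IsoClark and 1.60 in replicate 2 of iron sufficient IsoClark. These probe sets were picked on the same IsoClark arrays.

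The difference between both responses was tested itself, as the interaction of genotype and iron. With limma 0 of 37593 probe sets passed, 586 had an unadjusted p under 0.05 and the lowest adjusted p was 0.999. Taking both lines together, 0 passed for iron, with 329 at an unadjusted p under 0.05.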

The IsoClark (inefficient) genotype does not appear to induce the full complement of genes induced in Clark in response to the iron deprivation stress. The most prevalent GO term in all three classifications for both genotypes was 'unknown function' (Tables 2 and 3). However, the Clark (efficient) genotype also had a high proportion of GO terms (and thus, transcripts) specifically related to iron availability and usage, (ferric iron binding (GO:0008199), iron ion transport (GO:0006826), and iron ion homeostasis (GO:0006879)) that were over-represented on our lists of candidate genes responding to iron stress. In addition, Clark genes encoded a number of GO terms not specifically related to iron, but which are associated with a more general stress response (GO:0009611 – response to wounding, GO:00099 jasmonic acid biosynthesis, and GO:0009408 – response to heat).

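All 9 ferritin probe sets of Additional file 1 had lower means in iron limited than in iron sufficient Clark, with a median log2 difference of -1.16. In 8 of the 9 every array of iron limited Clark was below background, so the true differences may be larger. Ferritin stores iron in plastids. Gma.13352.1.S1_at was at 7.12 ± 0.26 (SD, n = 2), below background, and 8.89 ± 0.49 (n = 3), a difference of -1.59 or more in size. SFERH-2 (Gma.2505.1.S1_at) was at 7.57 ± 0.33 and 9.18 ± 1.00, a difference of -1.62 (standard error 0.74), and SFERH-4 (Gma.1586.1.S1_at) differed by -0.87 or more. In IsoClark the same 9 probe sets also had lower means at 50 uM, with a median of -0.63.

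Of the 9, 0 passed with limma, 3 had an unadjusted p under 0.05, and 5 met the 2-fold criterion. Relative to all arrays their mean was -0.59 and -0.75 in the arrays of iron limited Clark and 0.94, 1.10 and -0.36 in those of iron sufficient Clark. They come from a list picked on these arrays. Of the 2 ferritin probe sets that the array annotation names, 1 was lower in Clark when adjusted over the list alone. Among genes of iron uptake only the citrate transporter gene FRD3a (Gma.17072.1.S1_at) could be named, and it was below background in every array.

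**Figure D3:**
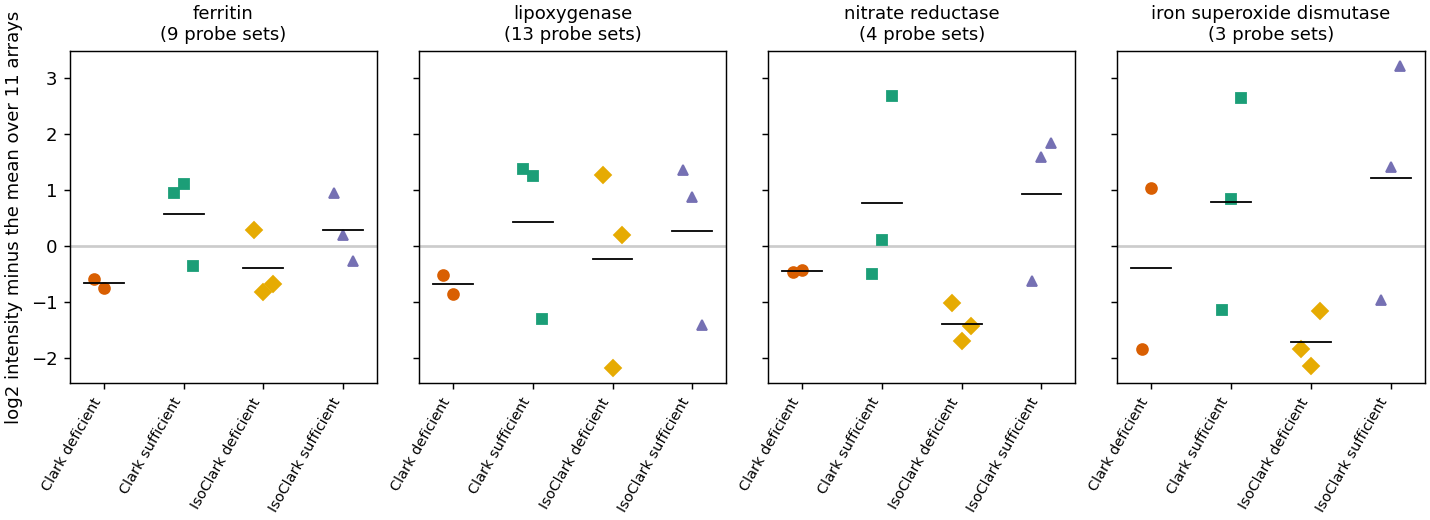
Log2 intensity relative to the mean over all 11 arrays for the ferritin and lipoxygenase probe sets of Additional file 1 and the nitrate reductase and iron superoxide dismutase probe sets of Additional file 2. Each point is the mean over a gene group in 1 array, and each bar is the mean of the arrays of 1 condition. Ferritin lies at -0.59 and -0.75 in iron limited Clark.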

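Jasmonate genes had lower means in iron limited Clark in 39 of 49 probe sets, with a median log2 difference of -0.23. With the values as deposited it was 46 of 49, but nearly all soybean probe sets are lower on that scale, and camera gave an adjusted p of 0.251 there. On the normalized values the list stood below the other genes in camera at an adjusted p of 0.00341, and at an adjusted p of 0.834 with an estimated correlation. The allene oxide synthase and cyclase probe sets of Additional file 1, for enzymes of jasmonate synthesis, were lower in all 5, with a median of -0.82. Allene oxide cyclase (Gma.12166.1.S1_at) was at 8.65 ± 0.16 (SD, n = 2) in iron limited and 9.82 ± 1.79 (n = 3) in iron sufficient Clark, a difference of -1.17 (standard error 1.00). In replicate 3 of iron sufficient Clark the jasmonate list was at -0.60 relative to all arrays, against 0.52 and 0.56 in the other 2.

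Heat shock proteins, which keep other proteins folded under heat, had lower means in all 23 probe sets of Additional file 1, with a median of -0.66. The class IV protein of 22.0 kDa (Gma.17.1.S1_at) was at 6.67 ± 0.18 (n = 2), below background, and 7.70 ± 1.84 (n = 3). The mean of the 23 was 3.12 in replicate 2 of iron sufficient Clark and 2.43 in replicate 2 of iron sufficient IsoClark, and 0.37 or less in every other array. Over 34 heat shock proteins and factors named by the array annotation, 17 had higher and 17 lower means in Clark, or 3 and 31 with the values as deposited, with a camera adjusted p of 0.862. With limma 0 of the 23 heat shock and 5 allene oxide probe sets passed, 0 had an unadjusted p under 0.05 and 0 met the 2-fold criterion. Both groups were picked on these arrays.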

### Real Time PCR Confirmation

The differential expression observed through sqRT-PCR analysis mirrored, in direction, the expression differences observed in the microarray study (Table 4). 

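Among the transcripts of Table 4, the lipid transfer protein Gma.13296.3.S1_at was at 10.83 ± 0.27 (SD, n = 2) in iron limited and 8.65 ± 1.41 (n = 3) in iron sufficient Clark on the arrays, a log2 difference of 2.18 (standard error 1.09). Ribonuclease T2 (GmaAffx.51733.1.A1_at), below background in iron limited Clark, differed by -1.10 or more in size, and the GDSL lipases Gma.17724.3.S1_at and Gma.17825.1.A1_at by -1.17 and -1.06. The small heat shock proteins GmaAffx.89896.1.S1_at and HSP17.5-E (GmaAffx.93268.1.S1_at) differed by -0.76 and -0.88, with standard errors of 1.80 and 1.62. Lipoxygenase 1 (Gma.16500.1.S1_at) differed by -0.999 (standard error 1.54) and an snRNP protein (GmaAffx.88242.1.S1_at) by -0.20 (standard error 1.14). Between IsoClark and Clark at 50 uM, nitrate reductase (Gma.3705.1.S1_at) was at 9.18 ± 0.32 (n = 3) and 11.19 ± 0.10 (n = 2), a difference of -2.01 (standard error 0.59, adjusted p = 0.570 from limma). A reductase (Gma.9609.1.S1_at) differed by -0.20 and a replication factor (GmaAffx.36066.1.S1_at) by -0.06, with standard errors of 1.11 and 1.19. None passed in limma. The sqRT-PCR values were not analysed here.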

The difference in expression levels seen in between the sqRT-PCR and the microarray experiment is most likely due to cross hybridization. Multiple members of the same gene family may hybridize to the same spot on the microarray, while the sqRT-PCR experiment is designed to amplify only single members of the gene family. The sqRT-PCR experiments confirmed the iron deficient plants had lower expression levels of the transcripts than the iron sufficient plants, replicating the results seen in the microarray data.

**Table 4:** Semi Quantitative Real Time PCR Results

Affymetrix Probe Set	Annotation	Conditions of Differential Expression	Differential Expression in Microarray	Diff Express in sqRT-PCR
Gma.13296.3.S1_at	Lipid Transfer	CSSvCSD	190.34	2.62
Gma.17724.3.S1_at	GDSL motif	CSSvCSD	6.26	8.46
Gma.17825.1.A1_at	GDSL motif	CSSvCSD	4.69	10.26
GmaAffx.89896.1.S1_at	Heat Shock Protein	CSSvCSD	23.45	2.04
GmaAffx.93268.1.S1_at	Heat Shock Protein	CSSvCSD	19.91	1.36
GmaAffx.51733.1.A1_at	Ribonuclease T2	CSSvCSD	-13.35	-2.98
GmaAffx.88242.1.S1_at	SnRNP protein	CSSvCSD	3.58	11.18
Gma.16500.1.S1_at	Lipoxygenase	CSSvCSD	11.36	16.9
Gma.3705.1.S1_at	Nitrate Reductase	CSDvICSD	-3.53	-1.101
Gma.9609.1.S1_at	Reductase	CSDvICSD	2.26	2.23
GmaAffx.36066.1.S1_at	Replication Factor	CSDvICSD	2.63	3.58

Details of sqRT-PCR experiments. Affymetrix Probe set denotes the differentially expressed sequence for which primers were designed. Conditions of Differential Expression represent the genotype and growth conditions in the comparison where the sequence was differentially expressed (CSS – Clark Shoots Iron Suficient, CSD – Clark Shoots Iron Deficient, ICSD – IsoClark Shoots Iron Deficient). Differential Expression in Microarray, the change in gene expression for the sequence from the microarray (in fold change). Differential Expression in sqRT-PCR, the change in gene expression for the sequence seen in the sqRT-PCR experiment (in fold change).

### Positioning Candidate Genes on the 7X Genome Assembly

Sequencing of the soybean genome by the Department of Energy, Joint Genome Institute currently has produced 7X sequence coverage of the genome http://www.phytozome.net, which has been assembled by USDA-ARS researchers into twenty draft pseudo chromosomes based on marker homology, allowing us to place our candidate genes on specific chromosomes (Figure 1).

**Figure 1:**
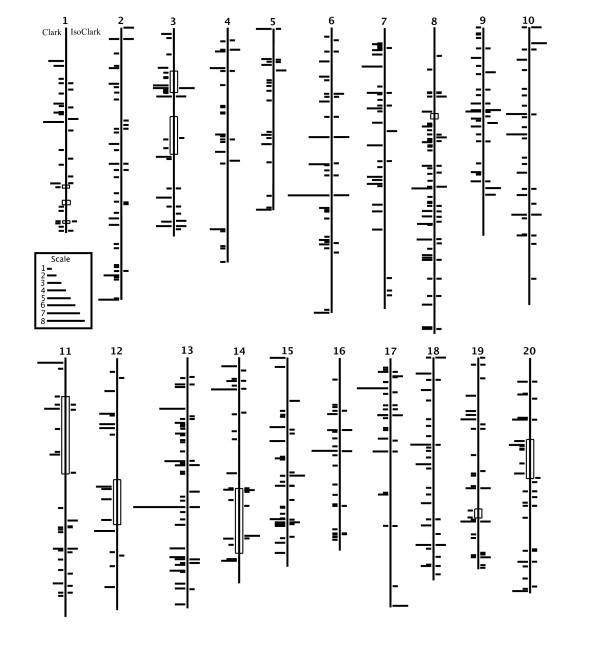
**Differentially Expressed Genes on Soybean Chromosomes**. Genes identified as differentially expressed in the microarray experiment have been aligned on the 7X build of the soybean genome, assembled into chromosomes. Each horizontal line represents one gene; longer lines represent multiple genes. Lines to the left of the chromosome are genes in Clark; lines to the right of the chromosome are genes in IsoClark. Open boxes on the chromosomes represent previously identified iron QTL regions. Clusters of differentially expressed genes are apparent throughout the genome.

The sequences of transcripts identified as differentially expressed by microarray analysis (see above) were obtained from the Affymetrix^® ^website http://www.affymetrix.com. These sequences were then queried against the 7X soybean genome using BLASTN [19] and an e-value cutoff of 10E^-50 ^to ensure a high sequence similarity between the aligned sequences. The same parameters were used to compare the sequences of SFPs to the 7X genomic sequence assembly. Markers used in previous iron QTL studies were also identified on the pseudo chromosomes to delineate known iron QTL regions (Figure 1). The iron efficiency QTL were scaled to the 7X build and used to determine if any of the candidate genes from the microarray experiment were encoded within the iron QTL regions. Fifty-eight genes in the Clark genotype and twenty-one genes in the IsoClark genotype were located within previously identified iron QTL (Figure 1, Additional files 1 and 2).

Sequences of the delineated iron QTL regions were analyzed using FGENESH http://www.softberry.com using Arabidopsis as the training model to identify gene structure predictions. The identified gene sequences were mined from the genome sequence and compared to known transcription factors in Arabidopsis http://datf.cbi.pku.edu.cn/download.php[20] rice, soybean, barley, and medicago http://planttfdb.cbi.pku.edu.cn/index.php[21]. This comparison identified 780 predicted genes within the previously identified QTL regions that show high sequence similarity (10E^-50^) to known transcription factors. One of these, within a QTL region on chromosome 12, showed a 100% identity to the Arabidopsis FIT gene (AT2G28160).

### Cluster Analysis

The gene distribution simulation randomly placed genes across the assembled genome. A second analysis assumed 36% of the genome was heterochromatic as proposed by Singh and Hymowitz [22] and reflected in the distribution of predicted gene locations http://www.phytozome.net. This analysis further constrained the algorithm, reducing the probability of candidate genes exhibiting clustering within the genome. If the candidate genes were randomly located throughout the genome, we would expect the experimental results to closely mirror the simulated data study. However our results, for both clustering analyses, strongly indicate that the differentially expressed genes exhibit clustering of two or more genes within 1,000,000 bp, 100,000 bp, and 10,000 bp in the genome (Tables 5 and 6, Additional files 4 and 5).

**Table 5:** Clusters of Candidate Genes on 7X build of Soybean Genome from Clark genotype assuming 36% of the genome is heterochromatic.

1,000,000 base bins				
# of Genes	Stimulation Mean	Stimulation SD	Experimental Data	Sds from Sim Mean
0	523	7.94	569	5.79
1	221	11.92	188	-2.77
2	137	9.34	99	-4.07
3	56	6.37	44	-1.88
4	17	3.76	36	5.05
5	4	1.96	13	4.59
6	1	0.90	2	1.11
7	0	0.41	2	4.88
8	0	0.14	1	7.14

100,000 base bins				

# of Genes	Stimulation Mean	Stimulation SD	Experimental Data	Sds from Sim Mean

0	8885	6.47	8926	6.34
1	671	12.50	486	-14.8
2	42	6.05	98	9.26
3	2	1.29	22	15.5
4	0	0.22	2	9.09
5	0	0.03	1	33.33

100 base bins				

# of Genes	Stimulation Mean	Stimulation SD	Experimental Data	Sds from Sim Mean

0	95243	2.16	94678	-2.62
1	751	4.31	593	-36.66
2	5	2.16	71	30.55
3	0	0.10	7	70
4	0		0	
5	0		1	

Details of sqRT-PCR experiments. Affymetrix Probe set denotes the differentially expressed sequence for which primers were designed. Conditions of Differential Expression represent the genotype and growth conditions in the comparison where the sequence was differentially expressed (CSS – Clark Shoots Iron Suficient, CSD – Clark Shoots Iron Deficient, ICSD – IsoClark Shoots Iron Deficient). Differential Expression in Microarray, the change in gene expression for the sequence from the microarray (in fold change). Differential Expression in sqRT-PCR, the change in gene expression for the sequence seen in the sqRT-PCR experiment (in fold change).

**Table 6:** Clusters of Candidate Genes on 7X build of Soybean Genome from IsoClark Genotype assuming 36% of the genome is heterochromatic.

1,000,000 base bins				
# of Genes	Stimulation Mean	Stimulation SD	Experimental Data	SDs from Sim Mean
0	757	4.98	783	5.22
1	165	8.81	118	-5.33
2	33	4.40	38	1.14
3	4	2.02	8	1.98
4	0	0.66	7	10.60

100,000 base bins				
# of Genes	Stimulation Mean	Stimulation SD	Experimental Data	Sds from Sim Mean

0	9359	2.13	9325	-15.96
1	236	4.21	178	-13.78
2	5	2.07	28	11.11
3	0	0.25	4	16

100 base bins				
# of Genes	Stimulation Mean	Stimulation SD	Experimental Data	Sds from Sim Mean

1	95754	0.72	95128	-869.44
1	245	1.44	199	-31.94
2	1	0.72	22	29.17
3	0	0.03	1	33.33

Details of sqRT-PCR experiments. Affymetrix Probe set denotes the differentially expressed sequence for which primers were designed. Conditions of Differential Expression represent the genotype and growth conditions in the comparison where the sequence was differentially expressed (CSS – Clark Shoots Iron Suficient, CSD – Clark Shoots Iron Deficient, ICSD – IsoClark Shoots Iron Deficient). Differential Expression in Microarray, the change in gene expression for the sequence from the microarray (in fold change). Differential Expression in sqRT-PCR, the change in gene expression for the sequence seen in the sqRT-PCR experiment (in fold change).

The candidate genes do not show a high concordance with known iron QTL regions, but do serve to identify additional genomic regions of IDC transcriptional importance (Figure 1). The largest cluster contained eight candidate genes located within 1 MB on chromosome 6 (Figure 1). 

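The 8 members of the chromosome 6 cluster in Additional file 4 are of different kinds. MYB56 (GmaAffx.12694.1.S1_at), a transcription factor, was at 7.53 ± 0.10 (SD, n = 2) in iron limited and 8.30 ± 0.32 (n = 3) in iron sufficient Clark, a log2 difference of -0.77 (standard error 0.40). The probe set annotated as an alpha-tocopherol transport protein (Gma.4284.2.S1_s_at) differed by -0.54 (standard error 0.77). Calnexin, a chaperone of the endoplasmic reticulum, is measured by Gma.6427.3.S1_a_at and GmaAffx.90865.1.S1_s_at, with -0.49 and -0.46 (-0.455 before rounding). Gma.436.1.S1_at, a Kunitz trypsin inhibitor in Additional file 1 and a sulfur-rich protein in Additional file 4, differed by 0.04 (standard error 1.55). Of the 8, 7 had values below 0 and the median was -0.51. None of them passed with limma (0 of 8), and 0 met the 2-fold criterion.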

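On chromosome 2, 7 candidate genes of Additional file 4 lie together, and each had a lower mean in iron limited than in iron sufficient Clark. A GDSL-motif lipase (Gma.12966.1.S1_at) was below background in iron limited Clark, with a log2 difference of -1.08 or more in size, and a tyrosine-protein phosphatase (Gma.6942.1.S1_at) differed by -1.19. The 1-aminocyclopropane-1-carboxylic acid oxidase probe sets, for the last enzyme of ethylene synthesis, differed by -0.80 (Gma.2776.2.S1_s_at) and -0.70 (GmaAffx.92536.1.S1_at). A family 17 glycoside hydrolase (GmaAffx.68770.2.S1_at) differed by -0.32. The median of the 7 was -0.75, and 2 met the 2-fold criterion, while 0 passed with limma, at an adjusted p of 1 for each. The genes named here were chosen after their values were seen.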

There was also a cluster of seven genes on chromosome 2 (Figure 1). Chromosome 2 contained six clusters of four or more genes within 1,000,000 bases, as did chromosome 13 (Figure 1). None of these clusters were located within known iron QTL. However, another cluster of seven genes falls on chromosome 12 (Figure 1), which has three known iron QTL, together spanning 24 cM of the linkage group. 

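This cluster on chromosome 12 holds an actin gene (Gma.16111.3.S1_at), a part of the cytoskeleton, with a log2 difference of -0.73 between iron limited and iron sufficient Clark. Osmotin-like proteins, which belong to the defence proteins, are measured by Gma.9839.2.S1_at and Gma.9839.1.S1_at, with differences of -0.72 (-0.715 before rounding) and -0.13. A fasciclin domain protein (Gma.12974.1.S1_at) differed by -0.44. All 7 members had values below 0, from -1.01 to -0.13 with a median of -0.73. Of these, 0 passed with limma and 0 met the 2-fold criterion. The genes named here were chosen after their values were seen.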

Chromosome 7 contained the most gene clusters, eight separate clusters, each with four candidate genes (Figure 1). Again, chromosome 7 has not been previously shown to contain regions of genetic importance to soybean IDC. A number of the gene clusters contain multiple copies of genes encoding proteins with similar functions. A cluster of six candidate genes on chromosome 9 all encode proline rich proteins while three of the genes in a cluster of 5 on chromosome 6 encode caffeic acid O-methyltransferases (Additional file 4). 

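The proline-rich proteins on chromosome 9 are structural proteins of the cell wall, and 5 of the 6 had higher means in iron limited than in iron sufficient Clark, with a median log2 difference of 0.67. The cell wall protein of Gma.79.2.S1_at differed by 0.95 (standard error 1.98) and PRP1 (GmaAffx.84342.1.S1_x_at) by 0.38 (standard error 1.10). PRP2 (Gma.79.1.S1_s_at) went the other way, with -1.13 (standard error 1.55). In the chromosome 6 cluster all 5 had lower means. Caffeic acid O-methyltransferase, an enzyme of lignin synthesis, was at 8.01 ± 0.06 (SD, n = 2) and 9.28 ± 1.94 (n = 3) for Gma.6550.2.S1_s_at, a difference of -1.27 (standard error 1.22), with -1.04 for Gma.6550.3.S1_s_at and -0.95 for GmaAffx.45805.2.S1_at. Over all 5 caffeic acid O-methyltransferase probe sets of Additional file 1 the mean relative to all arrays was 1.47, 0.70 and -1.66 in the arrays of iron sufficient Clark. With limma 0 of the 6 and 0 of the 5 members passed, and 0 met the 2-fold criterion.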

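Whether neighbouring candidate genes had similar values was tested on the 243 members of 54 clusters of Additional file 4, among them the lipoxygenase, ferritin and cytochrome P450 genes that lie in such clusters. In Clark 228 of the 243 had lower and 15 higher means under iron limitation, and in 45 clusters all members had the same sign. The SD of the log2 differences within a cluster was 0.502 on average, against 0.590 when members were shuffled between clusters (permutation test with 100000 shuffles, one-sided p = 6e-05). Probe sets of one gene family can share sequence, so each annotation was also counted once per cluster, which gave a permutation p = 0.0015 over 208 members. Only identical annotations were merged, and probe sets without one were kept apart, so shared sequence may remain. The 28 members of 7 clusters of Additional file 5 were compared in the same way with the response of IsoClark, where 27 had lower means and 6 clusters had a single sign. There the permutation test gave p = 0.696, or 0.553 with each annotation counted once. With limma 0 of the 243 and 0 of the 28 passed, and 25 and 5 met the 2-fold criterion. The members were chosen on these arrays for a change in expression, and the shuffles keep that choice.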

The close physical proximity of co-expressed genes of the same function provides further support for the clustering of co-expressed and co-functional gene clusters.

The identification of these gene clusters on chromosomes not previously known to be involved in soybean IDC opens new regions of genetic interest to investigate in future studies. The majority of the candidate genes identified were not within the iron QTL, nor were the largest clusters of differentially expressed genes. Genes affecting chlorosis and yield loss may not be confined to the previously identified QTL regions. However, the iron QTL must contain sequence of importance to IDC. It is likely a transcription factor(s) controlling the expression of genes required to induce an iron stress response is encoded within the QTL regions. We have identified 780 predicted transcription factors, including the soybean homolog to the Arabidopsis FIT gene, within the previously identified QTL. This, or another of these transcription factors may be responsible for inducing a cascade of gene expression changes due to limited iron conditions. The transcription factor/factors may also affect the expression of the canonical iron genes, such as IRT and FRO, none of which are encoded within the previously identified QTL, nor identified as differentially expressed in our microarray experiment.

### Motif Analysis

Previous research has demonstrated that genes clustered in close proximity in a genome may be coordinately regulated. To determine if clusters of IDC genes were coordinately regulated, we examined 500 bases from the 5' untranslated regions (putative promoters) of all differentially expressed IDC genes and used these as input into the MEME software program. As an internal control, sequences were not analyzed as members of clusters; rather, all sequences were analyzed as a single large group. If IDC genes were coordinately regulated, MEME could also be used to independently identify potential gene clusters. In total, the putative promoters of 835 iron deficiency induced genes from the Clark genotypic comparison and 200 genes from the IsoClark comparison were analyzed using MEME. There were no motifs found using MEME in the IsoClark (inefficient) promoter regions. All motifs identified by MEME were found in the promoter regions of genes differentially expressed due to iron deficiency in the Clark (efficient) genotype. Twenty-one motifs with E-values more significant than 10E^-6 ^were identified by MEME analysis. Following visual inspection, this number was reduced to 11. Motifs were eliminated if they contained repetitive sequence or had lower significance E-values. The 11 motifs were identified in 248 IDC genes, representing 129 of the clusters of two or more genes as mentioned above. One mechanism by which genes can be coordinately regulated is through the action of transcription factors that bind to the promoter to regulate gene expression. Therefore, the 11 motifs identified above were compared to known transcription factor binding sites in the TRANSFAC [23] database (Table 7). Three motifs showed significant sequence similarity (99% identity) to known transcription factor binding sites (Table 7). These three sites bind a helix-loop-helix transcription factor (bHLH), an elongation factor (EF2), and a Myb transcription factor. These binding sites were identified in the promoter regions of 42, 40, and 28 iron responsive genes respectively. Both helix loop helix and Myb transcription factors are known to be involved in regulating the iron stress response and general stress responses in other plant species.

**Table 7:** Motifs in Promoter Regions of Differentially Expressed Genes Identified by MEME and Their Similarity to Transcription Factor Binding Sites in the TRANSFAC Database

Identified Motif Sequence	# Seqs withMotif	Motif E-Value	TRANS FAC Hit ID	TRANS AC Binding Site Sequence	TRANS FAC annotation
CATCCAACGGC	29	1.2E-1	M00227	TCCAACGGC	Myb
CCCGCCACGCGCCAC	48	5.1E-26	M00187	GCCACGTGCC	Helix Loop Helix
TGGCGGGA	50	5.8E-13	M00024	TGGCGCGA	Elongation Factor 2
CCAAACCC	50	2.7E-5	No Hit		
CCACCACCACC	48	3.8E-16	No Hit		
ACACAACACAC	45	2.2E-10	No Hit		
AAAATAAAAATAAAA	9	2.27E-7	No Hit		
AATAAAAAAATAAAA	8	1.51E-7	No Hit		
AGCTAGCTAGC	6	1.47E-7	No Hit		
AGCGAGCGAGC	4	6.23E-8	No Hit		
AGCAAGCTAGC	3	2.47E-7	No Hit		

Identified Motif Sequence: The motif sequence identified by MEME analysis in the promoter region of differentially expressed genes from the Clark genotype.

# of Seqs with Motif: The number of differentially expressed genes whose promoter regions contain the identified motif.

Motif E-Value: E-value of the motif assigned by MEME.

TRANSFAC Hit ID: The TRANSFAC ID of the transcription factor binding site showing high homology to the identified motifs. Only three identified motifs showed homology to known transcription factor binding sites in the TRANSFAC database.

TRANSFAC Binding Site Sequence: The transcription factor binding site sequence. Mismatched bases are between the identified motif and the reported binding sites are underlined.

TRANSFAC Annotation: The type of transcription factor that binds to the identified TFBS according to TRANSFAC.

### SFP Analysis

The SFP analysis identified 170 single feature polymorphisms, seventy-two SFPs were unique to the Clark genotype and 98 unique to the IsoClark genotype. A number of the Affymetrix^® ^sequences found to contain an SFP perfectly matched more than one genomic location, giving a potential of 208 predicted genes with an SFP (Additional file 6). 

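LOC100790141 (GmaAffx.41460.1.S1_at) was at 9.72 ± 0.39 (SD, n = 3) in iron limited and 10.74 ± 0.97 (n = 3) in iron sufficient IsoClark, a log2 difference of -1.01 (standard error 0.65, adjusted p = 0.754 from limma). In Clark it was at 11.09 ± 0.29 (n = 2) and 10.57 ± 1.25 (n = 3), a difference of 0.52. Between the lines it differed by -1.36 at 50 uM (standard error 0.73, adjusted p = 0.822) and by 0.17 at 100 uM. It passed in none of the 4 comparisons under any setting tried, and its lowest adjusted p was 0.0512, at 50 uM under the REML array weights.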

Only one of the 170 SFPs identified in this study (GmaAffx.41460.1.S1_at) was encoded within a gene identified as differentially expressed between IsoClark plants grown under iron sufficient and iron deficient conditions. The remaining SFPs were not in differentially expressed genes in either Clark or IsoClark genotypes. This suggests most of the SFPs are encoded in regulatory elements, which would not necessarily be differentially expressed. 

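Of the probe sets of Additional file 6, 162 could be tested for a difference in expression, with LOC100790141 among them. With limma 0 of them passed in any of the 4 comparisons. At an unadjusted p under 0.05 there were 0 for the response of Clark to iron, 16 for that of IsoClark, 9 between the lines at 50 uM and 6 at 100 uM. The 2-fold criterion called 0, 8, 8 and 3. Under the REML array weights, chosen after seeing the data, 70 passed in at least 1 comparison.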

GO slim ID analysis, as previously described, was performed with the gene sequences containing SFPs. Of the genes containing SFPs, 20% had an unknown biological process annotation. The most prevalent group with known annotations was related to transcriptional regulation. Genes involved with electron transport, ATP binding, ligases, and transferases were also identified as over-represented by their GO IDs (data not shown).

## Discussion

### Microarray Analysis

Through a combination of a suite of analyses we have extended the fundamental understanding of the genetics underlying iron uptake and homeostasis in plants, but specifically soybean. Affymetrix gene chip analysis allowed us to identify candidate genes that are induced by iron deficiency in the leaf tissue of two NILs, complementing previous studies done in roots [11,12]. The Clark genotype analysis identified 835 differentially expressed genes when grown under iron sufficient and iron insufficient conditions while in IsoClark only 200 were identified (Additional files 1 and 2). These genes have been aligned with the genomic sequence to determine their location. A sliding window analysis determined the co-expressed genes are clustered in the genome, suggesting co-regulation. The SFP analyses determined the differentially expressed genes are not a result of structural differences in the genes between the two NILs, providing further support that the differentially expressed genes are being co-regulated. Finally, motif analysis identified 11 short conserved motifs in the promoter regions of the candidate genes, which are most likely transcription factor binding sites. The cumulative results of all analyses leads us to propose the differential iron response in the NILs is a result of a mutation in the iron inefficient NIL of a transcription factor, or factors, probably encoded within one or more of the previously identified QTL, that prevents the induction of the iron deficiency gene expression responses seen in the iron efficient NIL.

The candidate genes identified with the microarray experiment suggest the Clark genotype is capable of recognizing the iron deficiency and eliciting a change in transcription patterns as a response to the stress. We hypothesize that the iron deficient Clark plant compensates for the lack of iron availability by adjusting its physiological processes to conserve available iron. Alternatively, the IsoClark genotype does not appear to initiate an effective response to the iron deficient conditions. The lack of differentially expressed genes in the IsoClark genotype, when comparing iron sufficient and iron deficient conditions, implies the iron deficient IsoClark plant continues to function as if still in iron sufficient conditions. However, the lack of iron as a cofactor in many of the basic biological processes results in a multitude of biological pathway failures, resulting in chlorotic plants.

In Arabidopsis, iron deficiency stress causes an increase in the transcription of electron transport chain components. Specifically, cytochromes are upregulated [24]. Our experiment identified seventeen genes associated with cytochrome P450 in iron stressed Clark plants. All seventeen genes were down-regulated in iron stressed tissue compared to non stressed tissue, the opposite response as seen in Arabidopsis plants [24]. 

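Cytochrome P450 enzymes, which oxidize secondary metabolites and hormones around a haem iron, had lower means in iron limited Clark in all 16 soybean probe sets of Additional file 1 with that annotation. The median log2 difference was -0.96. Cytochrome P450 82A2 (Gma.153.1.S1_x_at) was at 7.04 ± 0.35 (SD, n = 2) in iron limited and 8.30 ± 1.62 (n = 3) in iron sufficient plants, and GmaAffx.86334.1.S1_at at 7.26 ± 0.02 and 7.93 ± 1.09. Both were below background in iron limited Clark. In IsoClark 8 of the 16 had lower and 8 higher means, with a median of -0.01. Relative to all arrays the mean over the 16 was 0.98, 0.79 and -1.05 in the arrays of iron sufficient Clark and -0.68 and -0.75 in those of iron limited Clark. With limma 0 passed and 0 had an unadjusted p under 0.05, while 1 met the 2-fold criterion. The 16 were picked on these arrays. Over 70 probe sets whose annotation names a P450 symbol, a search that also takes cyclophilins, 37 had lower and 33 higher means in Clark, or 64 and 6 with the values as deposited, and the median was -0.03 (camera adjusted p = 0.479).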

Thimm et al. proposed a correlation between iron deficiency stress and in induction of phosphoenolpyruvate carboxylase activity [24]. Four genes associated with phosphoenolpyruvate activity were identified as differentially expressed in the Clark genotype by microarray analysis. All four of these genes were down regulated in plants grown under iron stress rather than in iron sufficient conditions. 

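A phosphoenolpyruvate carboxylase kinase (Gma.878.1.S1_at), which activates the carboxylase that fixes bicarbonate into oxaloacetate, was at 9.35 ± 0.02 (SD, n = 2) in iron limited and 10.59 ± 0.67 (n = 3) in iron sufficient Clark. This is a log2 difference of -1.24 (standard error 0.73), and it met the 2-fold criterion. A second probe set of such a kinase (Gma.56.1.S1_at) was at 9.27 ± 0.13 and 9.99 ± 0.02, a difference of -0.72 (standard error 0.52). The phosphate translocators of GmaAffx.51889.1.S1_at and GmaAffx.72720.1.S1_at differed by -0.22 and -0.33. The median of the 4 was -0.53, and in IsoClark 2 of the 4 had lower and 2 higher means, or 3 and 1 with the values as deposited. Of the 4, 0 passed with limma and 0 had an unadjusted p under 0.05. They were picked on these arrays.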

Iron deficiency has also been shown to induce glycolytic activity [25]. Three enzymes involved in glycolysis; glyceraldehydes 3 phosphate dehydrogenase (G3PD), pyruvate kinase (PK), and fructose 6 phosphate kinase (F6PK) have been shown to be up-regulated in Arabidopsis [24] and cucumber [25] under iron deficiency stress. 

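Glyceraldehyde 3-phosphate dehydrogenase (GmaAffx.89821.1.A1_at), an enzyme of glycolysis, was at 9.62 ± 0.20 (SD, n = 2) in iron limited and 9.89 ± 1.50 (n = 3) in iron sufficient Clark, a log2 difference of -0.27 (standard error 1.02). Its values relative to all arrays were 1.16, -0.28 and -1.83 in the arrays of iron sufficient Clark. The phosphofructokinase probe set (GmaAffx.60443.1.S1_at), for an earlier step of glycolysis, was at 7.33 ± 0.19 and 8.14 ± 1.39, a difference of -0.80 (standard error 1.00). In IsoClark the differences were -0.98 and -0.21. Neither gene passed in limma, with an adjusted p of 1 in Clark, and neither met the 2-fold criterion.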

Microarray analysis comparing Clark plants grown in iron sufficient and iron stressed conditions only identified a single G3PD and a single F6PK, both of which were down-regulated in the iron stressed tissue compared to iron sufficient tissue. Seven genes associated with PK were identified in our microarray. Again, all seven were down regulated. 

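In Additional file 1, 1 probe set is annotated as pyruvate kinase, the last enzyme of glycolysis. It (GmaAffx.93126.1.S1_s_at) was at 7.58 ± 0.09 (SD, n = 2) in iron limited and 7.84 ± 1.01 (n = 3) in iron sufficient Clark, a log2 difference of -0.25 (standard error 0.59). Its values relative to all arrays were 0.91, -0.77 and -0.90 in the arrays of iron sufficient Clark and -0.57 and -0.44 in those of iron limited Clark. It did not pass in limma.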

The down regulation of the three main components of glycolysis suggests soybean, unlike Arabidopsis, does not increase non photosynthetic carbon fixation or phosphoenolpyruvate carboxylase activity under iron stressed conditions. The contrasting results support the hypothesis proposed by Zocchi et al. that soybeans do not follow canonical iron deficiency responses [26].

Soybean does follow some of the established responses to iron deficient stress conditions. It has been proposed that under iron deficient conditions citrate provides a carbon skeleton for chlorotic leaves to allow for sustained growth and respiration [27]. Clark iron deficient stressed plants show a down regulation of citrate lyase (GO: 0008815) in comparison to non-stressed plants. 

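ATP citrate lyase, which splits citrate into oxaloacetate and acetyl-CoA, had lower means in iron limited Clark in all 6 probe sets of Additional file 1, with a median log2 difference of -0.61. GmaAffx.80064.1.S1_at was at 6.71 ± 0.06 (SD, n = 2), below background, and 7.61 ± 1.23 (n = 3), a value of -0.30 or more in size. GmaAffx.93348.1.S1_x_at differed by -0.15 with a standard error of 0.89. In IsoClark 4 of the 6 had lower and 2 higher means, or 6 lower with the values as deposited. Their mean relative to all arrays was 1.02 in replicate 1 and -1.25 in replicate 3 of iron sufficient Clark. Of the 6, which were picked on these arrays, 0 passed with limma, 0 had an unadjusted p under 0.05 and 0 met the 2-fold criterion.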

The reduced breakdown of citrate in iron stressed plants lends credence to this hypothesis. Additionally, iron deficient conditions cause decreased activity of lipoxygenases [24]. All thirteen lipoxygenases identified by microarray analysis in the Clark genotype showed decreased expression in the iron stressed tissue compared to the iron sufficient tissue.

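All 13 lipoxygenase probe sets of Additional file 1 had lower means in iron limited Clark, with a median log2 difference of -1.15. Lipoxygenases hold a non-haem iron and oxidize fatty acids. GmaAffx.93591.1.S1_s_at had the largest difference, at 8.71 ± 0.38 (SD, n = 2) in iron limited and 10.65 ± 2.45 (n = 3) in iron sufficient plants, a value of -1.95 with a standard error of 1.88. Gma.702.1.S1_at had the smallest, at 8.90 ± 0.01 and 9.41 ± 1.19, a value of -0.52. In IsoClark all 13 also had lower means, with a median of -0.50. Relative to all arrays the mean over the 13 was 1.37, 1.24 and -1.31 in the arrays of iron sufficient Clark, and -0.52 and -0.85 in those of iron limited Clark. In IsoClark it was 1.26, -2.18 and 0.18 under iron limitation and 1.35, 0.87 and -1.42 under sufficiency. The group was picked on these arrays, and in it 0 passed with limma, 0 had an unadjusted p under 0.05 and 0 met the 2-fold criterion.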

The discrepancies between previously reported literature and the soybean iron deficiency response highlight the complexity of the iron stress response. However, it is important to remember that transcriptional regulation is only one form of regulation. Post-transcriptional modification may be an important component to understanding soybean's iron deficiency response, but that is beyond the scope of this investigation.

### GO Slim ID Analysis

The Clark (iron efficient) genotype had an over-representation of genes in GO slim categories specific to iron availability/usage and categories associated with a more general stress response (Table 2). This reinforces the hypothesis that Clark responds specifically to iron but also to a more general stress response. A similar pattern was observed in a cDNA microarray experiment [12]. Additionally, the Clark genotype showed a statistically significant number of GO slim IDs that were over-represented related to DNA replication and DNA binding activity. The increased expression levels of genes involved in these processes is probably a result of the DNA repair required to prevent lethal mutations from ROS [28], which are more prevalent under conditions of stress [28]. 

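Probe sets of Additional file 1 annotated with DNA replication had lower means in iron limited Clark in 17 of 19, or in all 19 with the values as deposited, with a median log2 difference of -0.24 and a range of -0.55 to 0.04. The proliferating cell nuclear antigen (Gma.431.2.S1_at), the sliding clamp of DNA polymerase, was at 7.51 ± 0.41 (SD, n = 2) in iron limited and 8.06 ± 1.60 (n = 3) in iron sufficient plants. A minichromosome maintenance protein (GmaAffx.50239.1.A1_at), a part of the replicative helicase, differed by 0.04 (standard error 1.36). In IsoClark 18 of the 19 had higher means at 50 uM, with a median of 0.20, or 12 of 19 with the values as deposited. Relative to all arrays the mean over the 19 was 1.20, 0.46 and -1.78 in iron sufficient Clark and -0.48 and -0.06 in iron limited Clark. With limma 0 passed and 0 had an unadjusted p under 0.05 in Clark, and 0 met the 2-fold criterion. The 19 were picked on these arrays.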

DNA binding activity suggests the activity of transcription factors, which lead to dramatic expression changes downstream. However, the down regulation of genes related to translation ie: GO0006412 (translation) and GO: 0006468 (protein amino acid phosphorylation) is indicative that the plant is not synthesizing proteins at a normal rate as it would under optimal growth conditions and is instead reducing the expression of genes involved in cellular processes not imperative to survival.

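The 4 probe sets of Additional file 1 annotated as ribosomal proteins or translation factors had lower means in iron limited Clark, with a median log2 difference of -0.29. Ribosomal protein L3 (GmaAffx.93550.1.S1_at) was at 8.55 ± 0.22 (SD, n = 2) and 9.00 ± 0.75 (n = 3), a difference of -0.44 (standard error 0.57). Protein kinases, which transfer phosphate to other proteins, were lower in all 10 probe sets, with a median of -0.60. The kinase of GmaAffx.8902.1.A1_at was at 8.04 ± 0.51 and 9.18 ± 0.25, a difference of -1.14 (standard error 0.55). In IsoClark 5 of the 10 kinases had lower and 5 higher means, while all 4 translation probe sets had lower ones. The translation probe sets had a mean, relative to all arrays, of 0.95, -0.03 and -1.31 in iron sufficient Clark. In both groups 0 passed with limma and 0 had an unadjusted p under 0.05, and 1 kinase met the 2-fold criterion. Both groups were picked on these arrays.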

The IsoClark genotype had many fewer GO categories significantly over represented on our lists of candidate genes (Table 3) in comparison to Clark. Only two of the GO classifications were related to iron GO:0008940 (nitrate reductase activity) and GO:0008382 (iron superoxide dismutase activity). 

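All 4 nitrate reductase probe sets of Additional file 2 had lower means in iron limited than in iron sufficient IsoClark, with a median log2 difference of -2.17. Nitrate reductase holds a haem iron. NR-2 (Gma.34.1.S1_at) was at 7.77 ± 0.61 and 11.15 ± 1.33 (SD, n = 3 each), a difference of -3.38 (standard error 0.72), and GmaAffx.63680.1.S1_at, below background under iron limitation, differed by -2.25 or more in size. In Clark these 2 probe sets differed by 0.43 and 0.05, while INR1 and INR2 differed by -1.75 and -1.58 in IsoClark and were lower in Clark too. Iron superoxide dismutase, which removes superoxide in plastids, was lower in all 3 probe sets in IsoClark, with a median of -3.02. Gma.3233.1.S1_at was at 6.45 ± 0.77, below background, and 9.74 ± 2.08, a difference of -2.44 or more in size, and Gma.16827.1.S1_at, also below background at 50 uM, differed by -1.79 or more. Neither bound takes account of the spread between arrays. In Clark all 3 dismutase probe sets also had lower means under iron limitation, with a median of -1.17.

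Relative to all arrays the nitrate reductases had a mean of -1.03, -1.71 and -1.44 in iron limited IsoClark and of -0.63, 1.59 and 1.83 in iron sufficient IsoClark. In replicate 3 of iron sufficient Clark they stood at 2.67, above both other arrays of that group. Iron superoxide dismutase had a mean of -1.85, -2.14 and -1.17 in iron limited IsoClark and of -0.96, 1.40 and 3.21 in iron sufficient IsoClark. In Clark its mean was -1.83 and 1.03 under iron limitation and -1.14, 0.83 and 2.63 under sufficiency. With limma 0 passed in either group, and 2 nitrate reductase and 2 dismutase probe sets had an unadjusted p under 0.05 and met the 2-fold criterion. These were picked on the same arrays. Among 3 probe sets of nitrate assimilation named by the array annotation, 2 were lower in IsoClark when adjusted over the list alone and none passed over all genes.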

The remaining GO categories show little association to either a general or an iron specific stress response. It appears the IsoClark genotype is unable to recognize or respond to the iron stress. 

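Jasmonate genes had lower means in iron limited IsoClark in 32 of 49 probe sets, or 38 with the values as deposited, with a median log2 difference of -0.11 (camera adjusted p = 0.0696). The allene oxide synthase gene AOS1 (GmaAffx.53768.1.S1_at), an enzyme of jasmonate synthesis, was at 7.62 ± 0.11 and 7.97 ± 0.17 (SD, n = 3 each) in iron limited and iron sufficient IsoClark. Heat shock proteins and factors had higher means in 21 of 34, with a median of 0.13, or in 16 of 34 with the values as deposited (camera adjusted p = 0.754). Of 70 P450 probe sets named by the array annotation, 34 had higher and 36 lower means, with a median of -0.02. For none of these 3 lists did the interaction of genotype and iron pass in camera. In simulated data for the comparison within IsoClark, limma recovered 65.7% of probe sets with a log2 change of 2 and 38.8% of those with a log2 change of 1. These shares rest on independent noise with 1 spread over all groups and may not hold for the arrays.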

The IsoClark genotype had fewer genes differentially expressed due to iron deficiency and most of the genes that were differentially expressed are not associated with stress related pathways.

### Clusters of Co-Expressed Genes

Expression analysis has been used in some model organisms to identify differentially expressed genes that are clustered together within the genome [13-18,29,30]. These genomic neighborhoods are thought to be conserved by natural selection [14] but are not entirely explained by co-functionality [17]. The combined use of expression data with known QTL positions and expression clusters should further narrow the list of candidate genes to identify functionally important differences in the soybean genome affecting iron efficiency.

Co-expressed genes show a non random distribution throughout the genome [14,17]; where similarly expressed genes are located in clusters. Localized co-expression of genes has been reported in many different species including (but not limited to Arabidopsis [15,29,30], rice [16], human [13,31]and yeast [14]). Williams et al (2004) found genes located nearby in the genome and genes involved in the same pathways are more likely to be co-expressed. The incidence of co-expressed gene clusters has been widely studied [13-15,17,31]. One proposed explanation is that the co-expressed genes are regulated by a common transcription factor. Grouping these genes creates an increase in the abundance of binding sites specific to that transcription factor [31]. A related hypothesis suggests the co-expressed genes are regulated by similar promoter sequences, so a co-expression 'neighborhood' would increase the availability of these promoter sequences [18]. However, genomic studies have, as of yet, been unable to confirm either of the two hypotheses.

Cluster analysis, as first reported by Grant et al.(2000), was performed to determine if candidate genes identified by the microarray experiment were randomly distributed across the genome. Iterative simulations modeling our data showed our candidate genes were not distributed evenly throughout the genome. Using a sliding window of 1,000,000 bases, we identified more genes in smaller regions of the genome than expected by a random distribution of the differentially expressed genes with 3 – 8 candidate genes per 1,000,000 bases (Tables 5 and 6). The same patterning held true when the sliding window was reduced to 100,000 and 100 bases. The statistical significance, from comparing the experimental data to the simulated data, is found in the number of simulated standard deviations (SDs) the experimental data is from the simulated data (Simulation SD column in Tables 5 and 6). When comparing clusters of three or more genes in either Clark or IsoClark, there are only four instances (3 and 6 genes per cluster, Table 7; 2 and 3 genes per cluster, Table 8) where the difference between the experimental data and the simulation study is not statistically different.

In the Clark genotype, with a window of 1,000,000 bases, there were thirty-six clusters of four genes and thirteen clusters of five genes per window identified in the experimental data. There were only seventeen clusters of four genes and only four occurrence of five genes clustering together in the simulation study. The difference in SDs is 5.05 and 4.59 respectively, indicating a highly statistically significant difference. The million base window allowed larger gene clusters to be identified in the experimental data (two clusters of seven genes and a single cluster containing eight genes). No clusters of these sizes were identified in the simulation study, further supporting the clustering hypothesis. When the window size is decreased to 100,000 or 100 bases, three genes in a cluster become significantly over represented in the experimental data compared to the simulation study. The microarray experiment identified 22 clusters of three genes per 100,000 bases. No clusters of three or more genes were identified in the simulation study at either window size.

The IsoClark genotype identified fewer candidate genes in the microarray experiment, which reduces the number of gene clusters identified. However, even with a reduced number of candidates, IsoClark still exhibited clustering of co-expressed genes. With a window of 1,000,000 bases, there were eight clusters of three genes identified in the experimental data, but only four clusters are identified in the simulation study. There were seven clusters of four genes per million bases identified in the IsoClark simulation, but none in the simulated data. The retention of clusters, even among so few candidate genes, lends further support that the soybean genome has conserved genomic regions with co-expressed genes.

Individual gene clusters are interesting because so many of them contain multiple copies of similar genes (Additional files 4 and 5). For example, all six genes in the cluster on chromosome 9 encode proline rich proteins while three of the five genes in a cluster on chromosome 6 encode caffeic acid O-methyltransferase. The co-expression of these genes coupled with their close physical proximity lends further credence to the hypothesis that they are regulated by a common transcription factor.

### Single Feature Polymorphisms (SFPs)

Identifying candidate genes for a trait of interest is the most widely used method of analyzing the data provided by microarray experiments. However, mining the hybridization data to identify single feature polymorphisms (SFPs) provides a high throughput platform for detecting polymorphisms [32]. Single Nucleotide Polymorphisms (SNPs) are the most commonly recognized polymorphism, but identification is labor intensive and SNP coverage across the genome is fairly sparse [33]. It has been suggested that there is a greater probability of identifying a causal polymorphism for the trait of study using SFPs than traditional SNPs [33], perhaps due to better genic coverage.

To date, only 3 molecular markers (Satt 481, Satt114, and Satt239) segregate with the iron efficiency trait in soybean across multiple populations [34,35]. The 72 SFPs identified in the Clark genotype and the 98 SFPs identified in the IsoClark genotype relative to Williams 82 in this study have the potential to be developed into molecular markers specific to IDC. Initially, we hypothesized the SFPs would correlate with the differentially expressed genes. However, only one SFP (GmaAffx.41460.1.S1_at) was found in a gene differentially expressed in IsoClark leaf tissue. In Arabidopsis this gene is essential for NADH mediated reduction of the plastiquinone pool in respiratory electron transport and is up-regulated under mild heat stress [36]. It is logical that this gene might be differentially expressed in the iron inefficient plant as photosynthesis slows due to a lack of iron serving as electron transporters. The remaining169 SFPs were not differentially expressed due to iron stress. The majority of the sequences identified containing an SFP have an unknown function and the largest class of annotated SFPs is transcription factors (Additional file 6). These SFP polymorphisms may alter transcription and/or translation rates of key genes and proteins, or serving some other regulatory function in soybean iron homeostasis.

### Promoter Motifs

Analysis of the 500 bp upstream of the start codon for the predicted genes in soybean http://www.phytozome.net that coordinate with the differentially expressed candidate genes identified 11 conserved motifs (Table 7). These small motifs were notable for both their highly conserved sequences and conserved positions. A comparison of these motif sequences to the TRANSFAC database identified three of the 11 motifs as transcription factor binding sites (TFBS). It is likely that the remaining eight motifs represent previously uncharacterized transcription factor binding sites. One of the three motifs that showed high similarity to a TRANSFAC TFBS was a Myb TFBS. Myb transcription factors have been implicated in inducing the stress response in plants in response to various abiotic stresses including phosphate stress [37] and asian soybean rust [38]. The identification of the Myb TFBS in the promoter region of candidate genes from the Clark genotype supports the idea that Clark is able to induce both an iron specific stress response and a more generalized stress response.

The identification of a basic helix loop helix (bHLH) TFBS motif in the promoter region of candidate genes from the Clark genotype may be indicative of the iron specific stress response induced in Clark under iron deficient conditions. In Arabidopsis, bHLH proteins have been identified as essential components in mediating iron uptake under iron stress conditions. Specifically, AtbHLH38 and AtbHLH39 both form heterodimers with AtbHLH29 to regulate iron uptake gene expression under iron deficient conditions in Arabidopsis [39]. AtbHLH29 encodes a transcription factor known as FIT (FER like iron deficiency induced transcription factor [40]), which dimerizes with either AtbHLH38 or 39 to induce FRO2 and IRT1 gene expression [39]. Though the soybean FIT homolog was not identified as differentially expressed due to iron deficiency, it was one of the 780 transcription factors predicted to be encoded within previously identified QTLs. The importance of bHLH transcription factors in regulating iron uptake gene expression makes the identification of a bHLH TFBS in the promoter region of iron deficiency induced genes particularly exciting. This is the first evidence that iron uptake gene expression may be similarly regulated in Arabidopsis and soybean.

### Iron QTL and the Soybean Genome

QTL mapping and marker assisted selection have been utilized by plant breeders for decades in the pursuit of crop improvement. This approach has been especially important for quantitative traits such as iron deficiency chlorosis [4,34,35,41]. Only in recent years have scientists been able to utilize microarray technology to examine gene expression on a global scale to identify candidate genes for their trait of interest. The development of the Affymetrix^® ^GeneChip^® ^Soybean genome array [42], representing approximately 75% of the predicted genes in soybean (data not shown), means repeatable precision, providing more confidence to the microarray experiments than cDNA arrays.

The availability of the whole-genome soybean sequence has provided the ability to visualize the placement of candidate gene sequences within the genome. This view will allow further insight into soybeans' response to iron deficiency stress. Nineteen QTL regions have been previously identified for iron deficiency chlorosis, both in field and hydroponic studies [4,10,41]. These regions represent approximately 182 cM of genetic information. Our initial hypothesis was that the majority of the genes identified in the microarray experiment would map within known iron QTL regions. However, only 58 of the 835 (7%) candidates in the Clark genotype and 21 of the 200 (10%) in the IsoClark genotype mapped within known QTL regions (Figure 1, Additional files 1 and 2). Thus, the majority of the candidate genes identified in this study lie outside of regions identified as iron QTL. However, given the evidence of coordinate gene expression, gene clustering and conserved promoter motifs in our data, we have revised our previous hypothesis. 

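Of the 58 probe sets that Additional file 1 marks as lying within a known iron QTL, 55 had lower means in iron limited than in iron sufficient Clark. Their median log2 difference was -0.71, with a range of -1.71 to 0.72, and 4 met the 2-fold criterion. Of the 21 that Additional file 2 marks, NR-2 among them, 19 had lower means in iron limited IsoClark, with a median of -1.66, and 8 met the criterion. With limma 0 passed in either set, while 1 of the 58 and 10 of the 21 had an unadjusted p under 0.05. Both sets were picked on these arrays.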

We now propose the previously identified QTL regions likely correspond to transcription factors that regulate gene expression during iron stress. While microarray experiments would identify IDC regulated genes whose expression changes in response to a transcription factor, they may not identify the transcription factor itself. In contrast, QTL mapping would identify a mutation in a transcription factor, which is at the top of the signaling pathway. The mutation would effect either the expression of the transcription factor or its ability to bind to target promoters. This hypothesis is supported by our data. The clustering of co-expressed genes suggests they are being coordinately regulated. This is supported by the conserved motifs identified in the promoter regions of candidate genes. Most often, motifs are conserved throughout a previously identified cluster of genes in Clark. It is unlikely these motifs are missing or are altered in the promoter regions of the IsoClark genome. More likely, IsoClark may have a mutation in the transcription factor that controls the expression of these genes. Only by combining QTL analyses, microarray analyses of NILs, and the genome sequence could this conclusion be reached.

## Conclusion

The use of near isogenic soybean lines, microarray analysis, SFP identification, and the sequence of the soybean genome has allowed us to identify individual genes lying within known iron efficiency QTL whose expression levels are affected by iron availability. We have also identified 11 conserved motifs in the promoter sequence of genes differentially expressed due to iron deficiency stress. The 58 differentially expressed genes identified in Clark and 21 in IsoClark, located within known QTL regions, are the first genes identified by microarray analysis within QTL regions specific to iron deficiency stress. The conserved motifs throughout the promoter regions of the differentially expressed genes in the Clark genotype provide compelling evidence that the differential iron response is likely due to the differential expression or binding of a transcription factor. Co-expressed genes clustered either by physical proximity (Tables 5 and 6) or through shared promoter motifs (Table 7) provide new regions of genetic interest in the study of iron deficiency chlorosis in soybean. Additionally, both types of clustering suggest the control of soybeans' iron deficiency response is regulated by the differential expression of a transcription factor or a mutation within the transcription factor, which affects its ability to bind to target promoter regions. This implies the eight transcription factors differentially expressed in Clark under iron deficiency stress which are located within known iron QTL regions are likely candidate genes for the QTL. An analysis of the 780 transcription factors predicted within the IDC QTL regions, specifically the FIT homolog, additional 52 bHLH transcription factors, and the other 50 genes in Clark and 21 genes in IsoClark that map within the QTL regions may further elucidate the response induced in soybean due to iron deficiency stress. Additionally, the conserved motifs identified by MEME in the promoter regions of iron deficiency induced genes can be used to mine the soybean genome for additional genes potentially affected by IDC, but which are not represented on the soybean Affymetrix^® ^GeneChip^®^.

## Materials and methods

### Plant Growth and RNA Extractions

NILs developed for their characteristic response to limited iron conditions, were developed by the USDA-ARS [43]. The iron efficient PI548533 [18] was crossed with iron inefficient T203 (PI54619). Five repeated backcrosses to Clark yielded the iron inefficient line PI547430 (IsoClark). Both the iron efficient Clark and the iron inefficient IsoClark were germinated in sterile vermiculite and transferred to a DTPA buffered nutrient hydroponics system 7 days after planting. Each 10L hydroponic unit contained 2 mM MgSO_4 _*7H_2_O, 3 mM Mg(NO_3_)_2 _*6H_2_O, 2.5 mM KNO_3_, 1 mM CaCl_2 _*2H_2_O, 4.0 mM Ca(NO_3_)_2 _*4H_2_O, 0.020 mM KH_2_PO_4_, 542.5 μM KOH, 217 μM DTPA, 1.52 μM MnCl_2 _*4H_2_O, 4.6 μM ZnSO_4 _*7H_2_O, 2 μM CuSO_4 _*5H_2_O, 0.20 μM NaMoO_4 _*2H_2_0, 1 μM CoSO_4 _*7H_2_O, 1 μM NiSO_4 _*6H_2_O, 10 μM H_3_BO_3_, and 20 mM HCO_3_. A pH of 7.8 was maintained by the aeration of a 3% CO_2_: air mixture. A supplemental nutrient solution containing 16 mM potassium phosphate, 0.287 mM boric acid and 355 mM ammonium nitrate was added daily to maintain proper plant nutrition. Both iron efficient and iron inefficient plants were grown in iron sufficient (100 uM Fe(NO_3_)_3_) and iron limiting (50 uM Fe(NO_3_)_3_) hydroponic conditions. Leaf tissue from the 2^nd ^trifoliate was collected 21 days after planting, or after 14 days in the hydroponics system. Tissue was flash frozen in liquid nitrogen and stored at -80°C until RNA could be extracted. Three independent biological replicates were used as the experimental tissue. RNA extractions were performed using the Qiagen RNeasy Plant Mini Kit (catalog # 74904). RNA samples were submitted to the Iowa State University GeneChip^® ^facility to be hybridized and scanned using the Soybean Affymetrix^® ^GeneChip^®^. Chip data has been uploaded to Gene Expression Omnibus as accession number GSE10730. Hybridization data was visualized using Bioconductor to ensure all hybridizations had normal distributions. The data was then loaded into the Gene Traffic Microarray Analysis program where it was normalized using the invariant set command, using the Clark 100 uM Fe as the control group, and a model based expression index (MBEI) [44] analysis was performed on perfect match probes only. Hybridization statistics were used to determine a two-fold change in expression, consistent across all replicates, reflected a statistically significant (p values and standard errors generated by analysis not shown) difference in expression between genotype and iron concentrations. An analysis of Clark plants grown in iron sufficient and iron deficient conditions showed 835 transcripts differentially expressed at two-fold or greater (Supplemental Table 1). IsoClark plants grown in identical conditions showed 200 transcripts that met the criteria for differential expression (Supplemental Table 2).

### Candidate Gene Annotation

The candidate genes were queried against the SoyBase Affymetrix^® ^GeneChip^® ^Soybean Genome Array Annotation page, publicly available at http://www.soybase.org/AffyChip/. Here, researchers with the USDA-ARS have used BLASTX and TBLASTX [19] to compare the sequences from which all Affymetrix probes were derived to the UniProt database and the Arabidopsis genome gene calls (TAIR7, http://www.arabidopsis.org/). The top three UniProt BLAST hits and the Arabidopsis best hit GO annotation is reported for each Affymetrix probe set. To assign a putative function and classification to the differentially expressed genes (Table 1, Additional files 1, 2, and 3) the three UniProt annotations were compared. If all three were identical that annotation was assigned to the gene. If the top three BLAST hits were not in concordance, that sequence was re-examined to determine if one of the annotations was more likely correct than the others. If no annotation could be confidently identified by BLAST analysis with UniProt, the differentially expressed gene was annotated as an unknown. If the gene sequence for the Affymetrix^® ^probe showed no sequence homology to any of the proteins in the UniProt database, the sequence was annotated as No UniProt Hit.

### GO Slim Term Analysis

For expressed genes with homology greater than 10e^-6 ^to an Arabidopsis gene, custom perl scripts were written to parse and tally each transcript GO slim ID for biological process, molecular function, and cellular process. The same scripts were used to tally GO slim IDs for the entire chip. Differences between the expressed genes and the entire chip were compared using a Fisher exact test [45]. This test was performed to identify the GO slim terms within each of the three GO slim classifications that were over-or under-represented in the lists of differentially expressed genes in relation to their presence on the soybean Affymetrix^® ^chip. A Bonferroni correction [46], using the number of identifiers present on the Affymetrix^® ^chip, was applied to the two-tailed probability value (p-value) of each GO slim identifier. GO slim identifications with a p-value of less than or equal to 0.05 after the Bonferroni correction were considered statistically over-or under-represented in our list of differentially expressed genes (Tables 2 and 3). This correction is likely to underestimate the number of categories of genes either over-or under-represented on the lists of differentially expressed genes in comparison to their prevalence on the Affymetrix^® ^chip.

### Real Time PCR Confirmation

The differential expression observed in the microarray experiment to identify candidate genes was confirmed using semi quantitative Real Time Reverse Transcriptase PCR (sqRT-PCR). Eleven transcripts identified as differentially expressed in the microarray experiment were tested using sqRT-PCR (Table 4 and Additional file 7). Genes for sqRT-PCR confirmation were chosen based on differential expression levels in the microarray. We tested genes showing both extreme differential expression and those just exceeding the two-fold criteria. Primers were designed from the EST sequence used to construct the Affymetrix probe to produce 250 bp amplicons. The sqRT-PCR was conducted as described by the Stratagene protocol (Catalog #600532) using the Stratagene Brilliant qRT-PCR kit with 25 uL reactions. For each experimental reaction, 200 ng of total RNA was added as initial template along with 125 mM MgCl_2 _and 100 nM forward and reverse primers. Cycling parameters were as follows: 45 min at 42°C for reverse transcription, 10 min at 95°C to denature reverse transcriptase StrataScript, 40 cycles of 30 sec at 95°C, 1 min at proper annealing temperature, 30 sec at 72°C. All sqRT-PCR reactions were performed in the Stratagene Mx3000P followed by a dissociation curve, taking a fluorescence reading at every degree between 55°C and 95°C to ensure only one PCR product was amplified. As controls, a passive reference dye was added to each reaction to ensure the increase in fluorescence was due to an increase in amplicon and not an artifact of the PCR. Additionally, each sample was run in triplicate and normalized against tubulin amplification to ensure differential expression was not due to differing amounts of initial template RNA added to each sample.

To be considered differentially expressed, samples had to differ in cycle thresholds (Ct) by more than 1 cycle, which corresponds to the two-fold difference in gene transcripts between the NILs identified by the microarray experiment. The resulting fold change of the sqRT-PCR was calculated from the differences in Ct using the 2^Δ^Ct method [47].

### SFP Identification and Association with known IDC QTL on Soybean Genome

Single Feature Polymorphisms (SFPs) were identified following the protocol outlined by West et al. 2006 [48]. In brief, the microarray data from plants grown under iron sufficient conditions was transformed by robust multichip analysis (RMA) [49]. Custom perl scripts were used to examine each of the ten individual probes comprising a single perfect match probe. These perl scripts assigned each perfect mach probe set an SFPdev score by subtracting the average hybridization signal from the other ten probes from the hybridization signal of the probe in question and dividing that by the hybridization signal of the probe being examined ((hyb signal probe 1 - (hyb signal probe 1+ hyb signal probe 2 + hyb signal probe 3 + hyb signal probe 4 ...hyb signal probe 10)/10)/hyb signal probe 1). SFPdev scores with an absolute value greater than or equal to two on all replicates indicated an SFP (Additional file 6).

### Statistical Modeling and Cluster Analysis

To determine if gene distribution along the assembled genome could be explained by random chance, a simulation program originally reported by Grant [50]was applied to a theoretical genome. A genome of 996,903,313 bp (the combined size of the 7x genome assembly which has been assigned to soybean molecular linkage groups) was partitioned into 1,000,000 bp, 100,000 bp, and 10,000 bp windows resulting in 953 bins, 9,530 bins and 95,300 bins respectively. The program positioned 760 or 200 genes depending on the genotype (see below) being simulated on the genome and determined the number of genes within the window. The simulation was repeated 1,000 times. The mean number of bins with 0 – 8 genes was calculated for the 1,000 repetitions. A standard deviation for each gene bin size was also calculated. To determine how this compared with our experimental data, the sequences assigned to chromosomes were concatenated together and the sliding window analysis was performed to identify clusters. Chromosomes are designated as shown in http://www.soybase.org. The difference between the microarray data and the simulated data is calculated in terms of the number of simulated data standard deviations [43]. A difference greater than two SD is considered statistically significant. The sign of the difference is indicative of whether there are more or fewer genes than expected.

### Motif Identification and Analysis

The consensus sequence used by Affymetrix^® ^to generate the probes on the Soybean GeneChip^® ^identified as differentially expressed between Clark plants grown under iron sufficient and iron deficient conditions were queried against the 7X genome gene calls. The top hit for each differentially gene was used as the gene call for the differentially expressed sequence on the Affymetrix^® ^GeneChip^®^. The 835 differentially expressed sequences in the Clark genotype correlated with 760 of the predicted genes in the 7X genome release http://www.phytozome.net while the 200 predicted genes from the IsoClark genotype correlated with 200 predicted genes from the 7X genome. Custom perl scripts identified the 500 bases upstream of the start codon for each gene from the 7X genome assembly. The reverse complement of each of the 500 bp promoter regions was also identified. The program MEME (Multiple Em for Motif Elicitation [51]) was run against the 500 base promoter regions of all IDC genes to identify short conserved sequences in the promoter regions of the differentially expressed genes using the -dna -mod anr -evt 1 commands. Identified motifs with E-values < 1E^-6 ^were then compared against a modified TRANSFAC database using BLASTN [19] to determine if identified motifs contained any known transcription factor binding sites (Table 7).

## Authors' contributions

JAO carried out the sample collection and preparation, RT PCR validation, data analysis, and drafted the manuscript. RTN wrote custom Perl scripts and performed various bioinformatic analyses. SC, JS, and JG performed the genome sequence alignments and assembly. DG performed the genome cluster analysis. CPV. provided comments, suggestions, and revisions to the manuscript. MAG performed various bioinformatic analyses, did the SFP identification, GO category analysis, wrote custom Perl scripts for various analyses, and provided editorial assistance. RCS conceived the study, coordinated the design of the project, and drafted the manuscript. This research was funded in part by the North Central Soybean Research Program.

## Supplementary Material

Additional file 1 **Differentially expressed genes in the Clark genotype comparing plants grown in iron sufficient and iron deficient conditions**. A table of differentially expressed genes in the Clark genotype comparing plants grown in iron sufficient and iron deficient conditions including the identified fold changes and gene annotations. Click here for file

Additional file 2 **Differentially expressed transcripts in the IsoClark genotype between plants grown in iron sufficient and iron deficient conditions**. A table of differentially expressed genes in the IsoClark genotype comparing plants grown in iron sufficient and iron deficient conditions including the identified fold changes and gene annotations. Click here for file

Additional file 3 **Differentially Expressed Genes between Clark and IsoClark genotypes grown under Iron Deficient Conditions**. A table of differentially expressed genes between Clark and IsoClark genotypes grown under iron deficient conditions including the identified fold changes and gene annotations. Click here for file

Additional file 4 **Differentially Expressed Genes in Clusters identified in the Clark genotype with a sliding window of 1,000,000 bases**. A table of differentially expressed genes in the Clark genotype illustrating the identified gene clusters using a sliding window of 1,000,000 bases, their chromosomal location, and gene annotation. Click here for file

Additional file 5 **Differentially Expressed Genes in Clusters identified in the IsoClark genotype with a sliding window of 1,000,000 bases**. A table of differentially expressed genes in the IsoClark genotype illustrating the identified gene clusters using a sliding window of 1,000,000 bases, their chromosomal location, and gene annotation. Click here for file

Additional file 6 **Identified and annotated SFPs between two NILs Soybean Genome Chip consensus sequences**. A table identifying the Affymetrix probes containing a SFP between the Clark and IsoClark genotypes. The data also identifies the chromosome containing the identified SFP and the annotation of the gene containing the SFP. Click here for file

Additional file 7 **Primer sequences used for semi quantitative real time RT-PCR**. A table listing the Affymetrix probe IDs and the associated forward and reverse sequences of the primers used in the semi quantitative real time RT-PCR. Click here for file

# Supplementary material for: Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response
**Source:** BMC Genomics. 2009 Aug 13;10:376. doi: 10.1186/1471-2164-10-376
**Supplement:** Additional file 1 — Differentially expressed genes in the Clark genotype comparing plants grown in iron sufficient and iron deficient conditions. A table of differentially expressed genes in the Clark genotype comparing plants grown in iron sufficient and iron deficient conditions including the identified fold changes and gene annotations.

Additional file 1: Differentially Expressed Genes in the Clark Genotype Comparing Plants grown in Iron Sufficient and Iron Deficient Hydroponics

# Supplementary material for: Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response
**Source:** BMC Genomics. 2009 Aug 13;10:376. doi: 10.1186/1471-2164-10-376
**Supplement:** Additional file 2 — Differentially expressed transcripts in the IsoClark genotype between plants grown in iron sufficient and iron deficient conditions. A table of differentially expressed genes in the IsoClark genotype comparing plants grown in iron sufficient and iron deficient conditions including the identified fold changes and gene annotations.

Additional file 2: Differentially Expressed Transcripts in the IsoClark Genotype Between Plants Grown in Iron Sufficient and Iron Deficient Conditions

# Supplementary material for: Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response
**Source:** BMC Genomics. 2009 Aug 13;10:376. doi: 10.1186/1471-2164-10-376
**Supplement:** Additional file 3 — Differentially Expressed Genes between Clark and IsoClark genotypes grown under Iron Deficient Conditions. A table of differentially expressed genes between Clark and IsoClark genotypes grown under iron deficient conditions including the identified fold changes and gene annotations.

Additional file 3: Differentially Expressed Genes between Clark and IsoClark Genotypes Grown Under Iron Deficient Conditions

# Supplementary material for: Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response
**Source:** BMC Genomics. 2009 Aug 13;10:376. doi: 10.1186/1471-2164-10-376
**Supplement:** Additional file 4 — Differentially Expressed Genes in Clusters identified in the Clark genotype with a sliding window of 1,000,000 bases. A table of differentially expressed genes in the Clark genotype illustrating the identified gene clusters using a sliding window of 1,000,000 bases, their chromosomal location, and gene annotation.

Additional file 4: Differentially Expressed Genes in Clusters Identified in the Clark Genotype With a Sliding Window of 1,000,000 bases.

# Supplementary material for: Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response
**Source:** BMC Genomics. 2009 Aug 13;10:376. doi: 10.1186/1471-2164-10-376
**Supplement:** Additional file 5 — Differentially Expressed Genes in Clusters identified in the IsoClark genotype with a sliding window of 1,000,000 bases. A table of differentially expressed genes in the IsoClark genotype illustrating the identified gene clusters using a sliding window of 1,000,000 bases, their chromosomal location, and gene annotation.

Additional file 5: Differentially Expressed Genes in Clusters Identified in the IsoClark Genotype With a Sliding Window of 1,000,000 Bases.

| Cluster Number | Affy Probe ID | Chromosome | UniProt Top Hit | Annotation |
| --- | --- | --- | --- | --- |
| 4_1 | Gma.13058.2.S1_at | 17 | Q1RV95 | E-class P450 |
| 4_1 | Gma.12665.1.S1_at | 17 | O23414 | Hypothetical protein |
| 4_1 | Gma.12665.2.A1_at | 17 |  |  |
| 4_1 | Gma.15538.1.S1_at | 17 | Q8L8Z8 | Glutaredoxin |
| 4_2 | GmaAffx.53903.1.A1_at | 17 |  |  |
| 4_2 | Gma.13296.3.S1_at | 17 | Q8H1Z0 | YORE-YORE protein |
| 4_2 | GmaAffx.63464.1.S1_at | 17 |  |  |
| 4_2 | GmaAffx.30428.1.S1_at | 17 | P26413 | Heat shock 70 kDa protein |
| 4_3 | Gma.4534.1.S1_at | 15 | Q1SG45 | Hypothetical |
| 4_3 | Gma.3766.1.S1_at | 15 | Q1SG42 | PsAD2 |
| 4_3 | Gma.10104.1.S1_at | 15 |  |  |
| 4_3 | Gma.4457.1.S1_a_at | 15 | Q9LZJ5 | Multidrug resistance-associated protein |
| 4_4 | GmaAffx.30771.1.S1_at | 13 | Q9FNI1 | B-type cyclin |
| 4_4 | Gma.768.1.S1_at | 13 | Q6NLE8 | Hypothetical protein |
| 4_4 | GmaAffx.87934.1.S1_at | 13 | Q1T1D0 | Terpene synthase |
| 4_4 | Gma.625.1.S1_at | 13 | Q1T1D0 | Terpene synthase |
| 4_5 | Gma.3539.2.S1_at | 9 | Q9STY1 | Hypothetical |
| 4_5 | GmaAffx.4270.1.S1_s_at | 9 |  |  |
| 4_5 | Gma.2554.1.S1_at | 9 | Q652J5 | Deoxyribodipyrimidine photolyase |
| 4_5 | Gma.7557.1.S1_at | 9 | Q8H7E2 | Hypothetical |
| 4_6 | GmaAffx.33640.1.S1_at | 19 | Q1SFG3 | Transferase |
| 4_6 | GmaAffx.82795.1.S1_at | 19 | Q8LFH3 | Hypothetical |
| 4_6 | Gma.17724.3.S1_at | 19 | Q5J7N0 | GSDL-motif lipase |
| 4_6 | Gma.17724.1.A1_at | 19 |  |  |
| 4_7 | Gma.12270.1.S1_at | 3 | Q5I2Q5 | alcohol acyl-transferase |
| 4_7 | GmaAffx.49404.1.S1_at | 3 | Q8GT20 | Benzoyl coenzyme A |
| 4_7 | Gma.17724.2.S1_at | 3 | Q9M8Y5 | GDSL-motif lipase |
| 4_7 | Gma.12675.1.A1_at | 3 | Q8LB81 | GDSL-motif lipase |

# Supplementary material for: Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response
**Source:** BMC Genomics. 2009 Aug 13;10:376. doi: 10.1186/1471-2164-10-376
**Supplement:** Additional file 6 — Identified and annotated SFPs between two NILs Soybean Genome Chip consensus sequences. A table identifying the Affymetrix probes containing a SFP between the Clark and IsoClark genotypes. The data also identifies the chromosome containing the identified SFP and the annotation of the gene containing the SFP.

Additional file 6: Identified SFPs

# Supplementary material for: Integrating microarray analysis and the soybean genome to understand the soybeans iron deficiency response
**Source:** BMC Genomics. 2009 Aug 13;10:376. doi: 10.1186/1471-2164-10-376
**Supplement:** Additional file 7 — Primer sequences used for semi quantitative real time RT-PCR. A table listing the Affymetrix probe IDs and the associated forward and reverse sequences of the primers used in the semi quantitative real time RT-PCR.

Additional file 7: Primer sequences used for semi quantitative real time RT-PCR to confirm differential expression identified in the microarray.

| Affymetrix Probe Set | Primer Sequences |
| --- | --- |
| Gma.13296.3.S1_at | F: GTGTGATCCAGTATGCATGC |
|  | R: GCAGCAAGGGCTGATGAC |
| Gma.17724.3.S1_at | F: GGTGCAGAGGCACAGCG |
|  | R: CCGTCGAGCTCGGGATC |
| Gma.17825.1.A1_at | F: CTGGTTGGAGAGGACAGAGC |
|  | R: GGTTGAGGGAATCAAGCTCC |
| GmaAffx.89896.1.S1_at | F: CGGTGGTCGAAGGAGC |
|  | R: CCTTTGGAACGGTGACAG |
| GmaAffx.93268.1.S1_at | F: CTTCGGTGGCCGAAGG |
|  | R: CAGCAAAGGATAAGCTCACG |
| GmaAffx.51733.1.A1_at | F: GAAGGGTAAGATGCACTTGACACC |
|  | R: CCTCCAAGGTCTTACAAATGC |
| GmaAffx.88242.1.S1_at | F: CCAAGGGCAAGAAGCCAGC |
|  | R: CATCACAGGCGGTCCACC |
| Gma.16500.1.S1_at | F: GTGTTGTATGTGGACGTTATCTAG |
|  | R: ATCCCAACTGGTGCCATAG |
| Gma.3705.1.S1_at | F: GGATTATTGACTCTCGACAACCG |
|  | R: CGTTCAATCGCATTCAAGC |
| Gma.9609.1.S1_at | F: GAGTTCAGAGCAATGGGCAATGG |
|  | R: GCCAAGTTGCACACAGCCG |
| GmaAffx.36066.1.S1_at | F: GCTCCTCTGCGGATACC |
|  | R: GGACTGACTTTGGCAGC |

How the deposited data were processed for this re-analysis (not part of the article)

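Expression was measured in the second trifoliate leaf of Clark and IsoClark soybean plants after 14 days in hydroponic solution at pH 7.8 with 50 or 100 uM iron. The samples are 11 single colour Soybean Genome Array hybridizations, 2 of Clark at 50 uM, 3 of Clark at 100 uM, 3 of IsoClark at 50 uM and 3 of IsoClark at 100 uM. Conditions were taken from the sample labels. The treatment field of the IsoClark arrays at 50 uM calls that solution sufficient, while their titles and source names say deficient, and they were grouped as deficient. The study also used sqRT-PCR, single feature polymorphisms called from single probes of the arrays and mapping to the genome sequence, which were not analysed here.

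The deposited table holds the processed values of the authors, 1 intensity per probe set and array in whole numbers on a linear scale, for 61170 probe sets. The methods name invariant set normalization and a model based expression index in Gene Traffic, and which of these steps the deposited intensities include is not given in the sources used here. Array medians of the deposited values were 119 and 95 for Clark at 50 uM, 176, 130 and 98 for Clark at 100 uM, 173, 113 and 119 for IsoClark at 50 uM, and 157, 166 and 103 for IsoClark at 100 uM. Since these medians differed, the values were quantile normalized over all probe sets, given a floor of 16 and taken to log2.

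Tests covered the 37593 soybean probe sets. The 15820 Phytophthora and 7530 cyst nematode probe sets, for organisms outside the study, served as background, and 227 control probe sets were left out. Of the soybean probe sets, 28546 had no gene symbol in the platform table. In that table 8677 probe sets had 1 symbol, of which 7001 were locus numbers, and 370 had several. Other names are the paper's annotations in its tables and additional files. No genome sequence was used.

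A group-means model of the 4 groups was fitted with limma 3.58.1 in R 4.3.3, with the prior degrees of freedom estimated at 1.61. Contrasts were the iron response of each line, the difference between the lines at each iron level and the interaction. The mean iron response and the mean difference between the lines were added after the counts were seen. The threshold was a Benjamini-Hochberg adjusted p under 0.05 over all soybean probe sets. The 2-fold criterion of the paper was applied as a mean fold of 2 or more with no overlap between the arrays of both groups. The paper gives no reading of consistency over replicates beyond its wording, so a stricter form, every pair of arrays 2-fold apart, was an alternative.

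Gene lists were defined by words and symbols: ferritin, iron uptake and transport, iron-sulfur and iron superoxide dismutase, heat shock, jasmonate, DNA replication, histones and cell division, nitrate assimilation, photosynthesis, phenylpropanoids, antioxidant enzymes, cytochrome P450, glycolysis, citrate metabolism, wax and GDSL lipases, cell wall, ribosomal proteins, translation factors, transcription factors, chaperones of the endoplasmic reticulum, pathogenesis-related proteins, nodule markers, seed markers and organelle transcripts. Of these 24, the 8 with at least 5 members named by the platform table were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 40 tests. Members named only by the paper's annotations were counted and not tested, since the study picked them on the same arrays. The search for P450 symbols also takes cyclophilins, and that for organelle transcripts takes some nuclear genes of photosynthesis and ribosomes. Groups of genes for single statements of the paper were found in its annotations with searches written after the data were seen.

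Named genes follow a rule: those the paper names in its text, Table 1 or Table 4, the 10 highest and 10 lowest per contrast among probe sets with a name, an adjusted p under 0.05 and no overlap, up to 4 members with the smallest p of each list and contrast, and the members of 3 clusters the paper describes. Values in the paper's tables had been seen when the rule was written. Members of the annotation groups and of the other clusters were named after their values were seen.

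The likeness of neighbouring genes was tested by 100000 shuffles of members between clusters. Table 1 and Additional files 1 to 6 were joined to the values by probe set. Of the 835 transcripts the paper gives for Clark, the copy of Additional file 1 used here holds 832.

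Sample groupings, tests, lists and most alternatives were set before the data were examined. The alternatives were the values as deposited, floors of 1 and 64, a variance trend, leaving out dim probe sets (mean log2 up to 7.31, the 95th percentile of background), all probe sets of the array, the replicate number as a block, only the arrays of the groups compared, each array of the groups compared left out in turn, and the stricter form of the 2-fold criterion. Array weights by 2 estimates, leaving out 2 arrays that stand apart, leaving out arrays outside a comparison, the mean differences over both lines or both iron levels, fitting 2 groups alone for the lists of the paper, counting the probe sets that pass at both iron levels under each alternative, bounds for differences to a group below background, turning the direction of the folds of Table 4, and folds from means of linear values for single probe sets were chosen after seeing the data. Recovery was tested on simulated data, drawn from the mean and the spread within groups of each probe set, with changes of known size added to 1 group. The spread was pooled over the 4 groups, the arrays that stand apart included. The noise was independent between probe sets, so deviations shared across an array are absent. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, exact and permutation tests and figures.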

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

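In this part the test of introgressed donor segments was chosen before its result was seen, and the tests on probe sets of other organisms, on actin controls, on nodule and seed markers, on iron deficiency in IsoClark and on other divisions of the arrays were chosen after it.

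Of the 123 probe sets that passed between the lines at both iron levels, 122 are in neither Table 1 nor Additional file 3. They are thus a signal outside the genes that the paper lists as different between the lines. Whether its lists of iron responses hold any of them is not given here. They were also tested against other divisions of the arrays within each iron level. Among 100 drawn divisions the real one alone reached its count (1 of 100), with 123 against a highest other count of 0. In this fit a chance division of the arrays is thus unlikely, though not excluded. When only the 2 groups of each level were fitted, 0 passed at both levels. For the mean difference between the lines the real division was again alone (1 of 100), with 356 against a highest other count of 78. At 100 uM alone there are only 10 divisions, too few for a share under 0.05, and the real count was 173 against a highest other of 148.

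Probe sets for Phytophthora and the cyst nematode, organisms that the text of the paper does not mention, passed in 400 cases in any of the 4 comparisons. Their share at both iron levels was 2.40 times that of soybean probe sets, so differences between the arrays or in hybridization between the lines may produce part or all of the difference between the lines. With the values as deposited their share was below that of soybean probe sets, 0.0343% against 0.0585% at 50 uM and 0.0899% against 0.106% at 100 uM. These are shares at single levels and of the same order as those of soybean probe sets, so they do not argue against such differences. Segments of the donor line T203 left after backcrossing cannot be told apart from other causes, because only 30 of the genes lie on the map used. Of these, 2 had another such gene within 5 tested genes, against a mean of 1.41 in random draws (one-sided permutation p = 0.517). The genotype itself, which the design names, stays open.

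In 5 gene lists the response to iron differed between the lines when the interaction was tested with camera. The adjusted p was 0.0226 for organelle transcripts, 0.0244 for pathogenesis-related proteins, 0.00341 for phenylpropanoids and flavonoids, 0.00619 for photosynthesis and chlorophyll and 1.62e-05 for the transcription factors. With an estimated correlation each had an adjusted p of 0.834, and with limma 0 single genes passed for the interaction, against 586 at an unadjusted p under 0.05. In each list replicate 2 of iron limited IsoClark lay farthest from the mean of all arrays. Without that array none of these lists passed in camera for the interaction.

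Replicate 2 of iron limited IsoClark stands apart from all other arrays, with 2060 probe sets more than 2 log2 units above and 1627 below the median of the others. RNA of nodule or seed would raise its marker genes, and these lay only 0.130 above the other arrays in the median of 6 probe sets. Stronger iron deficiency cannot be told apart from other causes, because the Pearson correlation of 0.0880 between its deviation from iron sufficient Clark and that of the other 2 arrays from iron sufficient IsoClark excludes nothing when 0 probe sets passed with limma in the response of IsoClark (1858 at an unadjusted p under 0.05, 711 by the 2-fold criterion). It was the lowest of all 11 arrays in iron superoxide dismutase (-2.14), nitrate reductase (-1.71), ferritin (-0.82) and photosynthesis (-1.50), relative to all arrays. The dismutase and nitrate reductase groups were picked on arrays that include this one, so their low values are no independent evidence. For ferritin, replicate 2 of iron limited Clark was close, at -0.75. The array was also the lowest in the lipoxygenase (-2.18) and the wax and GDSL (-1.38) groups. Degraded RNA cannot be told apart from other causes either, since its difference between the 3' and 5' actin controls was the highest, at 2.45, but exceeded the next array by 0.238, less than the SD of 0.475 of the others, and infection or another stress of that plant sample was not tested.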

How the results depend on the processing

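The 2 forms of array weights, leaving out 2 arrays, leaving out arrays outside a comparison, the count at both iron levels under each alternative, the mean responses over both lines or iron levels and folds from linear means were chosen only after the data were seen. Over all results and alternatives, 490 values were labelled the same, 72 lost significance, 70 moved and 9 reversed. A count was the same when equal or within a ratio of 1.5. A p-value was the same when it kept its side of the threshold and, for gene lists, its direction. Some values could not change, such as those under a floor of 1, which moved no value. The tally is thus no measure of robustness.

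With limma the count for Clark was 0 except for 1 when only its 2 groups were fitted and 5 without replicate 1 of iron sufficient IsoClark, an array that enters only through the shared variance (range of single arrays left out, 0 to 5). The count for IsoClark was 0 except for 1 without replicate 1 of its deficient group, 3 without replicate 1 of its sufficient group (range of single arrays left out, 0 to 3) and 6020 under array weights by REML. That estimate did not converge and gave 1 array nearly all the weight of its group. The interaction had 0 to 5 when single arrays were left out, with 5 without replicate 1 of iron sufficient IsoClark, and the overlap of both responses had 0 to 3, with 3 without that same array. By the 2-fold criterion the overlap was 15.

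For the lines at 50 uM (139) the count was 18 with the values as deposited, 71 without dim probe sets, 475 with all probe sets of the array, 749 under array weights, 10343 under the REML weights and 0 when only the 2 groups were fitted, where limma left 2261 at an unadjusted p under 0.05. Leaving out single arrays gave 8 (without replicate 2 of iron limited Clark) to 151 (without replicate 2 of iron limited IsoClark). At 100 uM (173) the counts in the same order were 30, 100, 631, 321, 396 and 98, with 69 (without replicate 2 of iron sufficient Clark) to 292 (without replicate 2 of iron limited IsoClark, again through the shared variance). For the mean difference between the lines (356) they were 78, 235, 1257, 893 and 1849, with 173 (without replicate 2 of iron limited Clark) to 500 (without replicate 2 of iron limited IsoClark). The 123 that passed at both levels in one direction became 18, 64, 427, 291, 384 and 0 in the order of those at 50 uM, with 8 to 147 when single arrays were left out. Counts over all probe sets include more tests, and those without dim probe sets fewer. Without the 2 arrays that stand apart the counts were 183 at 50 uM, 207 at 100 uM and 471 for the mean.

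When every pair of arrays had to be 2-fold apart, a stricter demand, the 2-fold criterion gave 18 for Clark, 7 for IsoClark, 315 at 50 uM and 114 at 100 uM. With all probe sets of the array it gave 525 at 100 uM. Leaving out single arrays gave 161 to 1026 for Clark (without replicates 2 and 3 of its sufficient group), 364 to 3436 for IsoClark and 1442 to 3595 at 50 uM (without replicates 2 and 1 of iron limited IsoClark), and 338 to 961 at 100 uM (without replicates 2 and 1 of iron sufficient Clark). Fewer arrays make the demand of no overlap easier to meet by construction. In simulated data the criterion called 1137 unchanged probe sets in the comparison within Clark, and limma 5, with independent noise of 1 spread over all groups. Deviations shared across an array are absent there, so these counts are no benchmark for the arrays.

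Camera placed 15 combinations of list and contrast past the threshold, and 2 (without replicate 2 of iron limited IsoClark) to 18 (without its replicate 1 or 3, or replicate 2 of iron sufficient IsoClark) when single arrays were left out, with 8 without replicate 1 of iron sufficient IsoClark. The count was 3 under array weights, 3 under the REML weights and 5 without 2 arrays. In the response of IsoClark the direction reversed without replicate 2 of iron limited IsoClark for pathogenesis-related proteins (adjusted p = 0.727), phenylpropanoids (0.175) and transcription factors (0.727). Without the 2 arrays these were 0.650, 0.274 and 0.650. Without replicate 3 of that group they kept their direction, at 0.000914, 0.00027 and 2.42e-08. Phenylpropanoids reversed under array weights (0.394) and the REML weights (0.284), and pathogenesis-related proteins under the REML weights (0.886). For the interaction none of 5 lists passed without replicate 2 of iron limited IsoClark (0.155 to 0.804). The jasmonate list in Clark was at 0.251 with the values as deposited and at 0.123 and 0.683 without replicates 1 and 2 of iron sufficient Clark, and the phenylpropanoid list there at 0.0745, 0.0708 and 0.163. With the replicate block the organelle list in IsoClark was at 0.0522. The cause was not tested in any of these cases.

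For probe sets with a single feature polymorphism the count of 0 became 1 with all probe sets of the array, 0 to 2 when single arrays were left out, 6 under array weights, 70 under the REML weights and 1 without 2 arrays. Passing probe sets of other organisms at 100 uM numbered 21 with the values as deposited. The cluster test for Clark stayed past its threshold when single arrays were left out, with p of 1e-05 to 0.00191.

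The replicate numbers are not given as pairs. After group means were removed, 15 pairs of arrays with the same number had correlations of -0.427 to 0.670, 5 of them over 0.1. In all, 5 arrays were closest to one of their own number. The 2 arrays of iron limited Clark deviate equally and oppositely from their mean, so the signs of their correlations are tied. Between iron sufficient Clark and IsoClark, replicates 1 correlated at 0.670 and replicates 3 at 0.669. Replicate 2 of both had high heat shock means, 3.12 and 2.43. The numbers were not taken to pair the arrays in the main fit, but a structure that follows them is not excluded. With the replicate number as a block the counts were 127 at 50 uM, 128 at 100 uM and 327 for the mean difference.

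A floor of 64 moved 21 values (0.00508%) and a floor of 1 none. Of the soybean probe sets 25207 had a mean above background, and the others were tested as well. In simulated data limma recovered 11.9%, 61.2% and 92.4% of log2 changes of 1, 2 and 4 between the lines at 50 uM, and 52.2%, 73.1% and 87.9% at 100 uM. The same limit of independent noise with 1 spread over all groups applies.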

Differences from the paper's values

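Folds from means of linear values, the array weights, leaving out arrays outside a comparison, fitting 2 groups alone for the lists of the paper, bounds for groups below background and turning the folds of Table 4 were chosen only after the data were seen, while the other alternatives were set before the data were examined. A count was taken to differ when one was over 1.5 times the other, and a fold when the signs differed or the log2 values lay further apart than the larger SD among replicates of the 2 groups. At the paper's stated 2-fold criterion, read as above, the counts were 124 for Clark, 711 for IsoClark, 1711 between the lines at 50 uM and 333 at 100 uM, where the paper gives 835, 200, 179 and 21. Leaving out replicate 3 of iron sufficient Clark gave 1026 for Clark, within the range of the paper's 835. No other alternative set before the data were examined, and none added later, closed any of the 4 differences. The overlap of both responses, 15 here, did not differ from the paper's 18 by that measure for counts. It comes from lists of 124 and 711, against 835 and 200 in the paper, and 8 of the 15 went opposite ways. The likeness of both counts thus does not mean that the same genes were found.

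Table 1 states folds of IsoClark against Clark at 100 uM, and 16 of its 21 probe sets lay past the tolerance. Of these, 14 differed by that measure and 2 are known only as a bound. The tolerance is a spread among few replicates and not a test of a difference. In brackets stand the settings under which they did not differ, and all others left them different. GmaAffx.93650.1.S1_s_at had -2.14 here, as a bound -1.02 or more in size, and -12.383 in the paper (-4.10 with means of linear values, chosen after seeing the values, -3.15 without Clark sufficient replicate 1, -3.21 without Clark sufficient replicate 3). Gma.12096.1.A1_at had -2.11 here and -9.9 in the paper (-2.29 without Clark sufficient replicate 1, -3.67 without Clark sufficient replicate 3). Gma.18.1.S1_at had -1.03 here and -9.416 in the paper (-2.78 without IsoClark sufficient replicate 2, -1.75 without Clark sufficient replicate 1, -1.74 without Clark sufficient replicate 3). Gma.17141.1.S1_at had -1.87 here, as a bound -1.41 or more in size, and -8.776 in the paper (-3.33 with means of linear values, chosen after seeing the values, -2.45 without Clark sufficient replicate 1, -3.00 without Clark sufficient replicate 3). Gma.2185.3.S1_at had -1.002 here and -5.724 in the paper (-2.35 without IsoClark sufficient replicate 2, -1.55 without Clark sufficient replicate 1, -1.63 without Clark sufficient replicate 3). Gma.10282.1.A1_at had -1.17 here and -5.591 in the paper (-1.10 with the values as deposited, -2.74 without IsoClark sufficient replicate 2, -2.13 without Clark sufficient replicate 1, -1.44 without Clark sufficient replicate 3). Gma.11793.1.S1_at had 1.04 here and -3.469 in the paper (no alternative). GmaAffx.89665.1.A1_s_at had -1.77 here and -3.365 in the paper (-1.91 with means of linear values, chosen after seeing the values, -2.13 without IsoClark sufficient replicate 3, -2.33 without Clark sufficient replicate 1, -1.83 without Clark sufficient replicate 3). Gma.10282.2.S1_at had 1.04 here and -2.899 in the paper (-1.74 without IsoClark sufficient replicate 2, -1.24 without Clark sufficient replicate 1, -1.33 without Clark sufficient replicate 3). GmaAffx.93424.1.S1_x_at had 1.30 here and -2.884 in the paper (-1.63 without IsoClark sufficient replicate 2, -1.37 without Clark sufficient replicate 3). Gma.8636.1.S1_at had 1.02 here and -2.459 in the paper (-1.85 without IsoClark sufficient replicate 2, -1.28 without Clark sufficient replicate 1, -1.28 without Clark sufficient replicate 3). GmaAffx.72322.1.S1_at had 1.15 here and -2.32 in the paper (-1.84 without IsoClark sufficient replicate 2, -1.12 without Clark sufficient replicate 1, -1.22 without Clark sufficient replicate 3). Gma.1727.1.S1_at had 1.01 here and -2.297 in the paper (-1.68 without IsoClark sufficient replicate 2, -1.39 without Clark sufficient replicate 1, -1.13 without Clark sufficient replicate 3). GmaAffx.5924.1.S1_at had 2.24 here and -2.295 in the paper (no alternative). GmaAffx.74022.1.S1_at had 1.18 here and -2.267 in the paper (-1.50 without IsoClark sufficient replicate 2, -1.33 without Clark sufficient replicate 3). GmaAffx.93424.1.S1_s_at had 1.43 here and -2.261 in the paper (-1.61 without IsoClark sufficient replicate 2, -1.30 without Clark sufficient replicate 3). For GmaAffx.93650.1.S1_s_at and Gma.17141.1.S1_at iron sufficient IsoClark was below background, so their sizes are known only as bounds that the paper's folds lie beyond in the same direction, and whether these 2 differ is not known.

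The labels of Table 4 do not say which condition is divided by which. Its array folds were first read as sufficient over deficient Clark and as IsoClark over Clark at 50 uM, and 10 of 11 differed on that reading. Gma.13296.3.S1_at had -4.53 here and 190.34 in the paper (no alternative). Gma.17724.3.S1_at had 2.25 here and 6.26 in the paper (no alternative). Gma.17825.1.A1_at had 2.09 here and 4.69 in the paper (no alternative). GmaAffx.89896.1.S1_at had 1.69 here and 23.45 in the paper (5.67 with means of linear values, chosen after seeing the values, 2.78 without Clark sufficient replicate 1, 3.38 without Clark sufficient replicate 3). GmaAffx.93268.1.S1_at had 1.83 here and 19.91 in the paper (5.12 with means of linear values, chosen after seeing the values, 3.24 without Clark sufficient replicate 1, 3.05 without Clark sufficient replicate 3). GmaAffx.51733.1.A1_at had 3.12 here, as a bound at least 2.14, and -13.35 in the paper (no alternative). GmaAffx.88242.1.S1_at had 1.15 here and 3.58 in the paper (1.46 with the values as deposited, 1.51 with means of linear values, chosen after seeing the values, 1.00 without Clark sufficient replicate 2). Gma.16500.1.S1_at had 2.00 here and 11.36 in the paper (2.54 with the values as deposited, 3.38 with means of linear values, chosen after seeing the values, 2.47 without Clark deficient replicate 1). Gma.9609.1.S1_at had -1.15 here and 2.26 in the paper (1.09 with the values as deposited, 1.29 with means of linear values, chosen after seeing the values, 1.86 without IsoClark deficient replicate 2). GmaAffx.36066.1.S1_at had -1.05 here and 2.63 in the paper (1.16 with the values as deposited, 1.43 with means of linear values, chosen after seeing the values, 1.11 without Clark deficient replicate 2). The size of GmaAffx.51733.1.A1_at is known only as a bound, since iron limited Clark was below background. With both comparisons turned, chosen after seeing the values, 9 of 11 differed. The reductase (1.15) and the replication factor (1.05) then no longer differed, while nitrate reductase (4.03) did. Of the 8 folds within Clark, 6 had the sign here as first read and the other 2, the lipid transfer protein and the ribonuclease, when turned. The turned ribonuclease, -2.14 or more in size, is a bound that the paper's fold lies beyond, so whether it differs is then not known. In Additional file 1 all 8 carry the sign found here, read as iron limited over iron sufficient, and Table 4 prints 6 of them with the opposite sign to that file. The signs of Table 4 are thus not counted as a difference from the arrays.

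Other settings met more of the items the paper calls. By the 2-fold criterion 79 of the 822 probe sets of Additional file 1 were met, 565 without replicate 3 of iron sufficient Clark. In Additional file 2, 87 of 250 were met, 171 without replicate 1 of iron sufficient IsoClark, and in Additional file 3, 112 of 179 were met, 137 without replicate 1 of iron limited IsoClark. Of Additional file 1 limma called 4 without replicate 1 of iron sufficient IsoClark (Gma.12584.2.A1_at, Gma.12828.1.A1_at, Gma.16867.1.A1_at and GmaAffx.79522.1.A1_s_at) and Gma.16867.1.A1_at alone when only the 2 groups of Clark were fitted, and 0 otherwise. Of Additional file 2 limma called 2 without replicate 1 of iron sufficient IsoClark (Gma.12584.2.A1_at and Gma.16867.1.A1_at) and 58 under the REML array weights, chosen after seeing the values. Of Additional file 3 it called AUX28 (Gma.7407.1.S1_at), but 0 with the values as deposited, without either array of iron limited Clark and when only the 2 groups were fitted. It called 2 with all probe sets of the array (also GmaAffx.8505.1.A1_s_at), 6 with the replicate block (also Gma.10216.1.S1_at, Gma.10216.3.A1_x_at, Gma.4305.1.S1_at, Gma.4305.3.S1_a_at and GmaAffx.93342.1.S1_s_at), 3 without replicate 1 of iron sufficient Clark (also Gma.2213.1.S1_at and GmaAffx.62046.1.S1_at), 2 without its replicate 3 (also Gma.15718.1.A1_at), 9 without replicate 1 of iron sufficient IsoClark and 2 without its replicate 3 (also Gma.12828.1.A1_at), 25 under array weights and 143 under the REML weights, both chosen after seeing the values. Of Table 1 it called GmaAffx.62046.1.S1_at without replicate 1 of iron sufficient Clark. GmaAffx.41460.1.S1_at, which the paper calls for IsoClark, was called by limma in no setting.

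Of 817 folds of Additional file 1 that could be compared, 800 had the sign found here, with a Spearman correlation of 0.759. That file prints 21 positive and 811 negative folds, of which 5 are larger in size than array intensities can hold. All 250 folds of Additional file 2 are positive under a heading of sufficient and deficient iron, while 229 had lower means at 50 uM here, and the Spearman correlation was -0.691 with the signs and 0.812 for the sizes. For Additional file 3 all 179 signs were as here, with a correlation of 0.975. Additional file 2 holds 250 transcripts where the paper counts 200. Additional file 6 holds 162 probe sets, and the paper counts more polymorphisms. Additional files 1 and 2 share 80 probe sets, where the paper counts 18.

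The paper describes DNA replication genes as raised in iron limited Clark, while 17 of the 19 of Additional file 1 had lower means here and a median log2 difference of -0.24. In that file 1 probe set is annotated as pyruvate kinase, and 16 soybean probe sets as cytochrome P450, fewer than the paper states for either. The paper states that IsoClark does not appear to induce all of the genes that Clark induces. By the 2-fold criterion 63 were higher in Clark and 64 in IsoClark, while with limma 0 were higher in either line, with 135 and 1858 at an unadjusted p under 0.05 in both directions together. The paper counts fewer responding genes in IsoClark than in Clark, an order that was not established in either direction here. With limma 0 passed in both lines, and the 4.94% at an unadjusted p under 0.05 in IsoClark is no more than chance alone gives. The 0.359% in Clark lies far below that, so the test may be conservative there. The 0 passing in Clark are thus not evidence that no gene responded. In simulated data the 2-fold criterion called 554 unchanged probe sets in IsoClark and 1137 in Clark. The simulation used independent noise with 1 spread over all 4 groups, so it is no benchmark for these arrays. On the arrays the criterion called 711 in IsoClark and 124 in Clark. These counts also rest on single arrays, since Clark had 1026 without replicate 3 of its sufficient group and IsoClark 364 without replicate 2 of its deficient group, and 2 arrays against 3 are not compared on equal terms with 3 against 3. It describes the members of its gene clusters as expressed together. Of the proline-rich genes on chromosome 9, 5 were higher and 1 lower here, and the shuffling test over all clusters of Clark gave p = 6e-05, in the direction the paper states.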

Other observations

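In this part the tests on the second axis of variation and on divisions of the arrays for the iron responses were chosen only after the result was seen.

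The second axis of variation held 23.0% of the variance. Iron supply is argued against as its source, since iron limited and iron sufficient arrays differed by 0.221 SD of the axis (exact permutation p = 0.740 over 462 divisions). Its Spearman correlation with the bioB hybridization control was 0.782 over 11 arrays (permutation p = 0.00664, adjusted p = 0.0129), and with the median deposited intensity -0.761 (p = 0.00861), against 0.536 (p = 0.0938) for the actin controls. Array signal may thus be a source of this axis, but cannot be told apart from other causes, because the correlation stays below the bound of 0.8, set after the data were seen.

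For the response of IsoClark to iron 10 of the 10 divisions of the arrays gave as many calls, with 0 for the real one and 0 as the highest other, which a real count of 0 makes certain, and 10 are too few for a share under 0.05. For iron over both lines 100 of 100 drawn divisions gave as many, again certain at a real count of 0. The highest other count, 234, came from 1 division, while every other drawn division gave 0. A single extreme picked from many divisions cannot show a structure of the samples.

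Some gene lists belong to no single statement. In Clark the median log2 difference was 0.11 for organelle transcripts, 0.06 for photosynthesis, -0.03 for pathogenesis-related proteins and -0.03 for the transcription factors, with camera adjusted p of 0.440, 0.327, 0.755 and 0.132. With the values as deposited 12 of 13, 6 of 7 and 243 of 251 of the organelle, photosynthesis and transcription factor lists had lower means, against 2, 3 and 157. Lists named by the platform table with fewer than 5 members were not tested. Their medians in Clark and IsoClark were -0.12 and -0.00 for 3 chaperones of the endoplasmic reticulum, -0.41 and 0.31 for 4 DNA replication genes, -0.16 and -0.72 for 1 gene of histones and cell division, 0.31 and -0.01 for 1 cell wall gene, -0.05 and 0.05 for 4 nodule markers and -0.03 and -0.01 for 2 seed markers. The list of translation factors had no member.

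Lists named only by the paper's annotations were picked on the same arrays. Their medians in Clark and IsoClark were -0.90 and -0.50 for 15 antioxidant enzymes, -0.33 and -0.29 for 7 of glycolysis, -0.59 and -0.32 for 7 of citrate metabolism, -0.79 and -0.94 for 32 of wax and GDSL lipases, -0.44 and -0.37 for 32 of the cell wall and -0.18 and -0.27 for 4 ribosomal proteins. The 5 of iron-sulfur and iron superoxide dismutase had 4 lower means in Clark and 5 in IsoClark. The 10 of nitrate assimilation had medians of -0.84 and -1.39, and 5 were lower in IsoClark when adjusted over the list alone. No member of these lists passed with limma over all probe sets in either response.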
